# Fibroblast GATA-4 and GATA-6 promote myocardial adaptation to pressure overload by enhancing cardiac angiogenesis

**DOI:** 10.1007/s00395-021-00862-y

**Published:** 2021-04-19

**Authors:** Gesine M. Dittrich, Natali Froese, Xue Wang, Hannah Kroeger, Honghui Wang, Malgorzata Szaroszyk, Mona Malek-Mohammadi, Julio Cordero, Merve Keles, Mortimer Korf-Klingebiel, Kai C. Wollert, Robert Geffers, Manuel Mayr, Simon J. Conway, Gergana Dobreva, Johann Bauersachs, Joerg Heineke

**Keywords:** Cardiac remodeling, Fibroblast, Angiogenesis, Intercellular crosstalk

## Abstract

Heart failure due to high blood pressure or ischemic injury remains a major problem for millions of patients worldwide. Despite enormous advances in deciphering the molecular mechanisms underlying heart failure progression, the cell-type specific adaptations and especially intercellular signaling remain poorly understood. Cardiac fibroblasts express high levels of cardiogenic transcription factors such as GATA-4 and GATA-6, but their role in fibroblasts during stress is not known. Here, we show that fibroblast GATA-4 and GATA-6 promote adaptive remodeling in pressure overload induced cardiac hypertrophy. Using a mouse model with specific single or double deletion of *Gata4* and *Gata6* in stress activated fibroblasts, we found a reduced myocardial capillarization in mice with *Gata4/6* double deletion following pressure overload, while single deletion of *Gata4* or *Gata6* had no effect. Importantly, we confirmed the reduced angiogenic response using an in vitro co-culture system with *Gata4/6* deleted cardiac fibroblasts and endothelial cells. A comprehensive RNA-sequencing analysis revealed an upregulation of anti-angiogenic genes upon *Gata4/6* deletion in fibroblasts, and siRNA mediated downregulation of these genes restored endothelial cell growth. In conclusion, we identified a novel role for the cardiogenic transcription factors GATA-4 and GATA-6 in heart fibroblasts, where both proteins act in concert to promote myocardial capillarization and heart function by directing intercellular crosstalk.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00395-021-00862-y.

## Introduction

With continuous increase of life expectancy, preventing the progression of cardiovascular diseases has become the major challenge to preserve a high quality of life in the prolonged life span. Despite enormous efforts to improve preventive and therapeutic medical interventions, cardiovascular diseases remain the main cause of hospital admissions and death in developed countries [42]. Current treatment approaches for heart failure target predominantly cardiac myocytes as main responsible cell type for disease progression. Indeed, in response to pathological overload or ischemia, cardiomyocytes exert profound changes in gene expression, cellular hypertrophy and alterations in excitation contraction coupling that aggravate heart failure [13]. However, a new paradigm emerged in recent years, whereby also other cardiac cell types, especially endothelial cells, inflammatory cells and fibroblasts are on one hand strongly influenced by pathological insults and on the other hand heavily affect the disease process by interacting among each other and with cardiomyocytes [41]. How this crosstalk between different cardiac cell types is regulated, which mediators are involved, and how it affects the heart’s response to overload remains in large parts elusive.

Cardiac fibroblasts are among the non-myocytes that are increasingly recognized for their versatile function in the heart during pathological stress. While they were long neglected as sole provider of extracellular matrix, recent studies revealed that fibroblasts promote cardiomyocyte proliferation during development, promote adaptation through the secretion of IGF-1, impact hypertrophy in adult mice during pressure overload and regulate cardiac immune cell recruitment as well as scar remodeling after myocardial infarction [15, 16, 32, 34, 39]. Interestingly, cardiac fibroblasts exert a unique transcriptome, because they express high levels of cardiogenic transcription factors, such as *Tbx20*, *Gata4*, *Gata6*, and *Hand2*, which are all completely absent in skin fibroblasts. This indicates a specific differentiation pattern of cardiac fibroblasts designated to their operational area in the heart [8]. The functional impact of the cardiogenic gene program in myocardial fibroblasts, for example during myocardial overload, however, remains unknown.

The GATA family of transcription factors is divided into two groups based on their expression patterns, where GATA-1/-2/-3 are mainly found in the hematopoietic lineage, while GATA-4/-5/-6 are expressed in mesodermal derived tissues [26, 27]. In the developing and adult heart, the transcription factors GATA-4 and GATA-6 are important regulators for the expression of cardiac genes. Combined global loss of GATA-4 and GATA-6 prevents cardiomyocyte differentiation in early embryonic development resulting in acardia and embryonic death [51]. Cardiomyocyte specific deletion of GATA-4 or GATA-6 in adult mice leads to heart failure during pathological pressure overload [28, 44]. Both factors exert in part redundant functions in cardiac myocytes during stress, as they both promote cardiac hypertrophy and preserve heart function during overload. On the other hand, they contribute unique regulatory aspects for cellular gene-expression: GATA-4, but not GATA-6, for instance, drives a paracrine gene-program in cardiomyocytes to induce angiogenesis in adjacent endothelial cells [12, 43].

In the current study, we focused on the role of GATA-4 and GATA-6 as part of the cardiogenic gene-program in cardiac fibroblasts. We generated a mouse model of single and compound deletion of both factors in activated fibroblasts. We demonstrate here that single deletion of GATA-4 or GATA-6 in fibroblasts had no effect, while their compound deletion reduced the myocardial angiogenic response and thereby impaired heart function during cardiac pressure overload. Comprehensive RNA-sequencing from isolated heart fibroblasts lacking either *Gata4*, *Gata6* or both, revealed upregulation of several anti-angiogenic factors like *Angpt4*, *Thbs1*, and *Cd36* upon *Gata4/6* double deletion. Importantly, the anti-angiogenic effects of *Gata4/6* depleted fibroblasts were blunted by siRNA mediated downregulation of the fibroblast derived angiogenic inhibitors. Hence, we propose that the cardiogenic gene-program in heart fibroblasts maintains the high capillary density in the myocardium during pressure overload by directing intercellular communication towards endothelial cells.

## Materials and methods

### Animal experiments

To obtain mice with fibroblast-specific *Gata4*, *Gata6* or *Gata4/6* deletion, previously described *Gata4*^*flox/flox*^ mice (*Gata4*^*tm1.1Sad*^) [48] and *Gata6*^*flox/flox*^ mice (*Gata6*^*tm2.1Sad*^) [37] were interbred to obtain *Gata4/6*^*flox/flox*^ mice, as well as with mice expressing the Cre recombinase linked to a partial *Postn* promoter, *Tg*(*Postn-Cre*)*1Sjc* [23]. Littermate *Gata4*^*flox/flox*^, Gata6^flox/flox^ and *Gata4/6*^*flox/flox*^ mice were used as controls.

Pressure overload was induced in 8–10-week-old mice by constriction of the transverse aorta following standard procedures [11, 49]. All animal procedures were approved by the local state authorities (33.14-42502-04-13/1159).

Transverse aortic constriction (TAC) was induced in 8–10 week-old mice following standard procedure and maintained for 2 weeks (short TAC) or 6 weeks (long TAC) as indicated in the figures. Anesthesia was induced with isoflurane in an induction chamber with 3% and maintained at 2% via mask ventilation. Analgesia was provided by subcutaneous injection. After secured tracheal intubation, the aortic arch was visualized through partial upper thoracotomy and a 7–0 silk ligature was tied around a 27-gauge needle between the right brachiocephalic and left common carotid arteries. In sham treated animals, the ligation was not tied. During surgery, the animals were placed on a heating pad connected to a temperature controller to maintain body temperature. Postoperative analgesia was additionally provided in the drinking water.

### Echocardiography

Mice were anesthetized with 4% isoflurane in an induction chamber and placed on a heating pad to keep body temperature at 37 °C. Anesthesia was maintained with 1–2% isoflurane through a mask. Echocardiography was performed in short and long axis views using the Vevo 770 Visualsonics system. Quantification of cardiac function was performed using the cardiac package provided with the Vevo software.

### Histology

For organ harvesting, mice were sacrificed and whole hearts were immediately removed from the chest cavity, relaxed in 0.5 M KCl, washed in cold PBS, transversely dissected at the midventricular level and immediately embedded in Tissue-Tek OCT compound (Sakura). Slices of 12 µm thickness were stained with Picro Sirius red following the standard protocol. Fibrosis was quantified as the fraction (in %) of fibrotic tissue (stained in red) per total area of the myocardium using Adobe Photoshop imaging software. Perivascular fibrosis ratio (PFR) was determined as perivascular fibrotic area per vessel area using Adobe Photoshop imaging software.

### Immunofluorescence staining

Immunofluorescence staining was performed on 7 µm OCT cryosections. Slides were fixed with 4% PFA for 20 min, permeabilized in 0.3% Triton-X for 20 min and blocked in 3% BSA for at least 1 h at room temperature. Each step was followed by three washing steps in PBS. Slides were then serially incubated with primary and secondary antibodies and mounted with Vectashield Mounting Medium with DAPI. The following primary antibodies were used: anti-GATA-4 (1:50, Santa Cruz, sc-1237), anti-GATA-6 (1:20, R and D Systems, AF1700), anti-PDGFR-α (1:50, R and D Systems, AF1062), and anti-alpha smooth muscle Actin (1:400, Abcam, ab7817). Secondary antibodies (Alexa Fluor 488 and 555) anti-goat were used in a 1:200 dilution, anti-mouse (Alexa Fluor 555) in a 1:800 dilution.

Staining of the cell membrane and capillaries was performed with wheat germ agglutinin Texas red (Invitrogen, w21405) and fluorescein-labelled Isolectin B4 (IB4, Vector laboratories, FL-1201), respectively, according to the manufacturer’s protocols. The ratio of IB4-stained capillaries per cardiomyocyte was assessed in three high power fields (200 × magnification) per heart to determine capillary density. Images were acquired with an Axiovert microscope (Carl Zeiss, Jena, Germany). Whole heart brightfield and fluorescence images were acquired on a Zeiss Axio Scan System.

### Cell culture

Human umbilical vein endothelial cells (HUVEC) and human cardiac microvascular endothelial cells (HCMEC) were purchased from PromoCell and cultured in Endothelial Cell Growth Medium (PromoCell) supplemented with growth factor cocktail containing FCS 2%, ECGS 0.4%, EGF 0.1 ng/ml, bFGF 1 ng/ml, Heparin 90 µg/ml, and Hydrocortisone 1 µg/ml. Neonatal rat ventricular fibroblasts were isolated from 1 to 3 day-old Sprague–Dawley rats and separated from cardiomyocytes by Percoll density gradient centrifugation as previously described [7, 50]. Isolated fibroblasts were cultured in DMEM containing 10% FCS and antibiotics, until they were switched to media with 2% FCS or no FCS for experiments.

Transfection of rat cardiac fibroblasts was performed at 80% confluency after a maximum of two passages. 100 nM of siRNA (siGATA4, J-090725-09-0010, Dharmacon; siGATA6, J-080135-13-0010, Dharmacon; siCD36, SASI_Rn02_00264778, Sigma–Aldrich; siAngp4, J-093010-09-0002, Dharmacon; neg. Ctrl, AM4635, Ambion) were incubated for 20 min with 32 µl Lipofectamine 2000 in Opti-MEM before the mixture was added to the cells for 5 h. Subsequently the medium was changed to DMEM 2% FCS and cells were cultured for 48 h before conducting experiments.

Scratch assays were performed in 24-well plates after HUVECs or HCMECs reached > 90% confluency. The cell monolayer was scraped in a straight line with a p200-pipet tip to create a “scratch injury”. The debris was removed by washing the cells once with PBS and fresh medium was added together with transfected fibroblasts cultured in permeable inserts or recombinant protein (thrombospondin-1 human, 50 nM, ECM002 Sigma; human angiopoietin-4, 50 ng/ml, 964-AN-025 R and D Systems) as indicated in the figure. Pictures were taken immediately after scratch, as well as 6 h and 10 h later. The scratch area was analyzed using ImageJ software and migration was calculated as the difference in cell-free area after 6 or 10 h compared to 0 h relative to the initial scratch area.

Tube formation assay was performed in matrigel coated 96-well plates. HUVECs were either co-cultured with transfected fibroblasts or treated with recombinant thrombospondin-1 or angiopoietin 4 (concentration as indicated above). Pictures were taken after 8 and 24 h with 50-fold magnification and closed circular structures were quantified as tubes using ImageJ software.

### Isolation of murine cardiac cells

For culture, cardiac fibroblasts were isolated from 6 to 8 week-old *Gata4*^*flox/flox*^, *Gata6*^*flox/flox*^, and *Gata4*^*flox/flox*^*Gata6*^*flox/flox*^ mice as previously described [34]. Whole hearts without atria were quickly cut into small pieces in ice-cold PBS. Digestion was performed using Liberase TH (Roche) with SADO buffer mix solution (20 mM HEPES–NaOH (Roth, Nr. 9105, pH 7.6), 130 mM NaCl (Roth, Nr. 9265), 3 mM KCl (Roth, Nr. 6781), 1 mM NaH2PO4 (Sigma, Nr. S5011), 4 mM Glucose (Roth, Nr. HN06), 3 mM MgSO4 (Roth, Nr. 2278) in sterile, filtered dH20). The digested cell solution was plated and after 3 h washed once with PBS and changed to DMEM supplemented with 10% FCS. Isolated fibroblasts were infected with AdCre or Adβ-Gal for 3 h and after two washing steps with PBS cultured in DMEM supplemented with 2% FCS for 48 h. Cells were passaged two times at maximum before harvesting.

For immediate RNA or protein-isolation, cardiac fibroblasts and cardiac endothelial cells were isolated from hearts of adult mice using CD146 microbeads and feeder removal microbeads with MACS (magnetic cell separation) technology from Miltenyi Biotec.

Adult ventricular cardiomyocytes were isolated as previously described using a Langendorff system [24].

### RNA isolation and deep-sequencing analysis

RNA from murine cardiac fibroblasts was isolated using the NucleoSpin RNA kit (Macherey–Nagel) according to the manufacturer’s protocol. Further analysis was performed at the Helmholtz Center for Infection Research in Braunschweig. Quality and integrity of total RNA were controlled on the Agilent Technologies 2100 Bioanalyzer. The RNA-Seq library was generated from 500 to 1000 ng total RNA using Dynabeads mRNA DIRECT Micro Purification Kit (Thermo Fisher Scientific) for mRNA purification followed by ScriptSeq v2 RNA-Seq Library Preparation Kit (Epicentre) according to the manufacturers’ protocols. The libraries were sequenced on Illumina HiSeq2500 using TruSeq SBS Kit v3-HS (50 cycles, single-ended run) with an average of 3 × 10^7^ reads per RNA sample. Before alignment to the reference (mm10), each sequence was trimmed on base call quality and sequencing adapter contamination using the Trim Galore! wrapper tool (http://github.com/felixkrueger/trimgalore). Reads shorter than 20 nt were removed from FASTQ files. Trimmed reads were aligned to the reference using the short-read aligner STAR (https://code.google.com/p/rna-star/). Feature counts were determined using R package “Rsubread”. Only genes showing counts greater 5 at least two times across all samples were considered for further analysis (data cleansing). Gene annotation was done by R package “bioMaRt”. Library size normalized counts (cpm counts per million) were log2 transformed and further normalized according to 50th percentile (quartile normalization using edgeR). Differential gene expression was calculated by R package “edgeR”. Differentially expressed genes were selected with 0.5 < fold change > 2 and FDR < 0.05. GO biological process clusters from different groups of genes were performed by Metascape [52]. Cluster relations were visualized in a network plot using cytoscape [35]. Heatmaps of differentially regulated genes were generated by using heatmap.2 function in ggplot2 library in R. Our data set of RNA-Seq data is deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus database under accession number GSE155358.

### Quantitative real-time PCR

Total RNA from fibroblasts of adult mouse hearts was isolated using the NucleoSpin RNA II Kit (Macherey Nagel) following the manufacturer’s protocol. cDNA was generated using the Maxima H Minus First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) and quantitative PCR was performed following standard procedures. Gene-expression was normalized to *Rpl7* or *Gapdh* mRNA expression as indicated in the figure legend. Absolute quantification of *Gata* factor mRNA was based on standard curves with plasmids containing the full-length *Gata* sequences. Primer sequences are provided in Supplemental Table 1.

### Western blot

Protein was extracted from fibroblasts of adult mouse hearts or whole heart tissue of *Gata4/6-Per-Cre* or *Gata4/6* control mice as indicated, separated on an SDS–polyacrylamide gel under reduced denaturing conditions and subsequently blotted onto a PVDF membrane following standard procedures. Applied primary antibodies were anti-GATA-4 (1:1000, Santa Cruz, sc-1237), anti-GATA-4 (1:100, Santa Cruz, sc-25310), anti-GATA-6 (1:1000, R and D systems, AF1700) anti-GAPDH (1:3000, Fitzgerald, 10R-G109a) or anti-Actin (1:10,000, Sigma-Aldrich, A2066). Protein levels were quantified using Quantity One software (Bio-Rad).

### Extracellular matrix isolation and proteomic analysis

Enrichment of extracellular matrix proteins was performed as previously described [1, 2]. Heart tissue samples of *Gata4/6-Per-Cre* or *Gata4/6* control mice were sequentially incubated with 0.5 M NaCl (1 h), 0.1% SDS (16 h) and 4 M guanidine hydrochloride (48 hours). After precipitation of GuHCl extracts, protein samples were enzymatically deglycosylated and subjected to in-solution trypsin digestion. Digested peptides from GuHCl extracts were injected for liquid chromatography-tandem mass spectrometry (LC-MS/MS) analysis onto a Q Exactive HF mass spectrometer (Thermo Fisher Scientific) for discovery proteomics. PC analysis was achieved using factoextra package, and visualized with ggplot2 library in R. A clustered heatmap that indicates significantly different protein levels of main ECM components was created by pheatmap library in R.

### Statistical analysis

Data are presented as mean ± SD. The investigators were blinded for mouse genotype during surgery, echocardiography, organ weight determination, and all histological and immunofluorescence quantifications. For comparison of two groups, unpaired two-tailed Student’s *t* test was used to determine statistical significance. For comparison of more than two groups, statistical significance was determined using one-way ANOVA (with Dunnett’s multiple-comparisons test or Tukey’s multiple-comparisons test) for one independent variable and two-way ANOVA (with Sidak’s multiple-comparisons test) for two independent variables with GraphPad Prism 7 software. *P* values less than 0.05 were considered statistically significant.

## Results

### Among the GATA transcription factors, *Gata4* and *Gata6* show the highest expression in cardiac fibroblasts

First, we analyzed the mRNA expression levels of all GATA family transcription factors in cardiac fibroblasts isolated from adult mice. 

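In the libraries of wild-type cardiac fibroblasts infected with AdCre, an adenovirus that expresses the Cre recombinase, Gata4 had the highest level of the 6 genes of the GATA transcription factor family, at 41.1 ± 2.54 CPM (SD, n = 3 libraries, 1364 to 1549 reads per library). Gata6 followed at 15.6 ± 2.04 CPM (548 to 559 reads) and Gata3 at 10.9 ± 0.487 CPM (326 to 435 reads). Gata2 was detected at 4.91 ± 0.654 CPM (138 to 215 reads), Gata5 at 0.163 ± 0.0693 CPM (3 to 9 reads) and Gata1 at 0.0368 ± 0.0393 CPM (0 to 3 reads). In every wild-type library the order was Gata4, Gata6, Gata3, Gata2. Counts of Gata4 were 3.77 ± 0.361 times, and those of Gata6 1.43 ± 0.246 times, those of Gata3 (SD, n = 3). In the libraries of Gata6fl fibroblasts infected with AdβGal, a virus that expresses β-galactosidase, Gata4 was at 73.9 ± 2.47 CPM, Gata6 at 36.6 ± 0.674 CPM and Gata3 at 4.60 ± 0.567 CPM (SD, n = 3), ratios of 16.2 ± 1.58 and 8.03 ± 0.895 to Gata3. CPM here is the number of reads of a gene over all reads assigned to genes, with no further scaling, and wild-type fibroblasts without virus were not analysed here.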

The results from bulk RNA-sequencing of wild-type cardiac fibroblasts showed 16-fold higher counts of *Gata4* and eightfold higher counts of *Gata6* per million reads compared to *Gata3*, which showed the third highest expression level (Fig. 1a). In a second approach, we analyzed the absolute expression level of each GATA factor by quantitative real-time PCR (qPCR) from isolated heart fibroblasts. We found a similar expression pattern as revealed by RNA sequencing, with the highest expression level for *Gata4* (around 6 fM) and *Gata6* (around 3 fM), significantly lower RNA amounts of *Gata2* and *Gata3* (below 2 fM), and negligible amounts of *Gata1* and *Gata5* (Fig. 1b). Evaluation of cell purity showed high enrichment of cell-type specific marker genes in fractions of isolated adult cardiomyocytes (CM), fibroblasts (FB), and endothelial cells (EC), indicating that the described *Gata* factor expression level are indeed resulting from cardiac fibroblasts (Fig. 1c). Immunofluorescence co-staining for GATA-4 or GATA-6 and platelet-derived growth factor receptor alpha (PDGFRα), which serves as a marker for fibroblasts in cardiac tissue, confirms the localization of GATA-4 and GATA-6 in the nuclei of cardiac fibroblasts (Fig. 1d) in transverse mouse heart sections. Moreover, GATA-4 and GATA-6 staining also showed a strong signal in the nuclei of large PDGFRα-negative cells, which are most likely cardiomyocytes. In addition, comparison of the *Gata4* and *Gata6* mRNA expression levels in isolated cell fractions indicated fibroblasts to express at least equal *Gata4* levels, and even significantly higher *Gata6* levels compared to cardiomyocytes and endothelial cells (Fig. 1e).

**Fig. 1:**
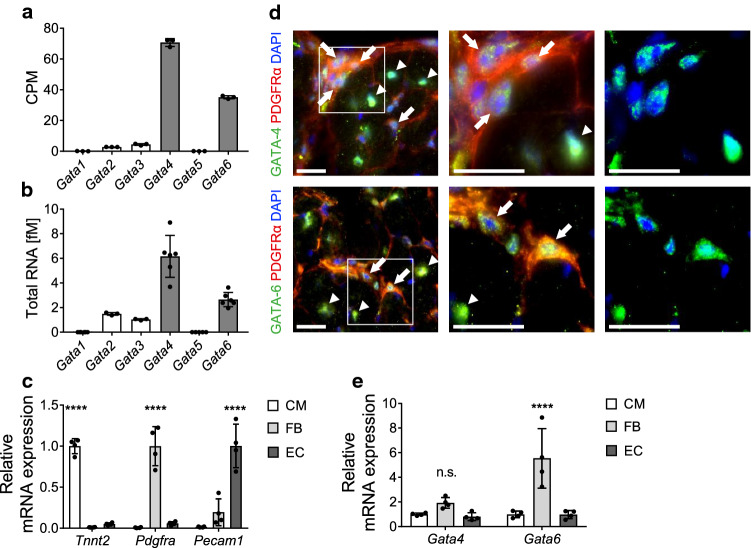
*Gata4* and *Gata6* show the highest expression among GATA family members in cardiac fibroblasts. **a**, **b** Quantification of *Gata*-factor RNA expression levels in isolated cardiac fibroblasts from RNA-sequencing [shown as counts per million reads (CPM, **a**)] and quantitative real-time-PCR (**b**) demonstrates that *Gata4* and *Gata6* are the highest expressed GATA family transcription factors in cardiac fibroblasts. RNA expression levels are normalized to *Rpl7* (**b**). **c** Quantitative real-time-PCR of cell-type specific marker genes shows high purity of isolated cardiomyocytes (CM), fibroblasts (FB) and endothelial cells (EC) from adult mouse hearts. **d** Representative immunofluorescence images from transverse mouse heart sections show GATA-4 (upper images, green) and GATA-6 (lower images, green) in cardiac fibroblasts (stained with PDGFRα, red), nuclei are stained with DAPI (blue). Arrows indicate GATA-4 or GATA-6 positive cardiac fibroblasts, arrowheads indicate GATA-4 or GATA-6 positive cardiomyocytes. Scale bar 20 µm. **e** Quantitative real-time-PCR shows RNA expression level of *Gata4* and *Gata6* in FB compared to CM and EC. RNA expression levels are normalized to *Gapdh* (**c**, **e**). Data are shown as mean ± SD. Two-way ANOVA with Sidak’s multiple-comparisons test was used to test for significant differences. n.s. indicates no statistical significance between groups, ****p < 0.0001

### Deletion of *Gata4* and *Gata6* in activated cardiac fibroblasts aggravates heart failure after pressure overload

To investigate the functional relevance of *Gata4* and *Gata6* in activated fibroblasts in vivo, we interbred *Gata4*^*flox/flox*^ and *Gata6*^*flox/flox*^ mice with mice expressing the Cre recombinase linked to a partial periostin (*Postn*) promoter to obtain single deletion of *Gata4* (*Postn*^*Cre/*+^;* Gata4*^*flox/flox*^, short: *Gata4fl-Per-Cre*, Suppl Figure 1a pink) and *Gata6* (*Postn*^*Cre/*+^;* Gata6*^*flox/flox*^, short: *Gata6fl-Per-Cre*, Suppl. Figure 1a green), as well as combined deletion of *Gata4/6* (*Postn*^*Cre/*+^;* Gata4*^*flox/flox*^;* Gata6*^*flox/flox*^, short: *Gata4/6fl-Per-Cre*, Suppl. Figure 1a blue) in activated cardiac fibroblasts [23, 37, 48]. The *Per-Cre* mice were previously described as an efficient model to target gene expression in adult activated fibroblasts following cardiac injury, while quiescent fibroblasts or cardiomyocytes of the heart are predominantly unaffected [5, 16, 20, 21, 34, 39]. Immunoblot analysis of isolated fibroblasts from stressed hearts of *Gata4/6fl-Per-Cre* mice showed a marked reduction of over 80% for GATA-4 and over 90% for GATA-6 protein levels after pressure overload compared to littermate control mice (Fig. 2a, b), while total GATA-4 and GATA-6 levels in isolated fibroblasts of sham mice or whole heart tissue of these mice were not significantly affected (Fig. 2a, b and Suppl. Figure 1b). RNA levels of *Gata4* and *Gata6* in isolated fibroblasts from wild-type mice were unchanged after pressure overload compared to sham samples (Suppl. Figure 1c). Measurements of the heart weight/tibia length (HW/TL) and lung weight/tibia length (LW/TL) ratios of the *Gata4fl-Per-Cre* and *Gata6fl-Per-Cre* mice showed a marked increase in both groups after short-term (2 weeks) pressure overload by transverse aortic constriction (TAC), demonstrating a significant hypertrophic response of the heart with signs of pulmonary congestion (Fig. 2d, e, g, h). Assessment of cardiac function by transthoracic echocardiography showed no significant differences of the cardiac ejection fraction (EF) in *Gata4fl-Per-Cre* mice after short-term sham or TAC surgery compared to littermate control mice, indicating a sufficient compensation of the pressure overload in both groups (Fig. 2c, additional echocardiography parameters in Suppl. Table 2). The *Gata6fl-Per-Cre* mice showed a significantly decreased EF after short-term pressure overload compared to sham mice, but as the cardiac function of littermate control mice equally decreased after TAC, we found that single deletion of *Gata6* in cardiac fibroblasts is not sufficient to affect the cardiac function after pressure overload (Fig. 2f). Analysis of cardiac function, HW/TL and LW/TL ratios in *Wt-Per-Cre* mice did not reveal any significant influence of the *Per-Cre* in sham mice or after pressure overload (Suppl. Figure 1d–f). As previous studies demonstrated that GATA-4 and GATA-6 exert partially redundant functions in cardiomyocytes in case of single deletion of one of these factors, we next investigated the morphological and functional effects of a double deletion of *Gata4* and *Gata6* in activated cardiac fibroblasts [44, 51]. After short-term TAC, we found equally increased HW/TL and LW/TL ratios in *Gata4/6fl-Per-Cre* and littermate control mice compared to sham animals (Fig. 2j, k). However, the cardiac function of mice with *Gata4/6*-double deletion was significantly worse compared to littermate control mice after short-term pressure overload (Fig. 2i). This effect was maintained after prolonged exposure to pressure overload for 6 weeks (long-term) when cardiac function was further decreased in *Gata4/6fl-Per-Cre* and littermate control mice compared to the short time point, but remained significantly worse in *Gata4/6fl-Per-Cre* versus control animals (Fig. 2l). The HW/TL ratio was similarly increased in *Gata4/6fl-Per-Cre* mice and controls, while the LW/TL ratio was only increased in the *Gata4/6fl-Per-Cre* mice, but not in the littermate controls in this cohort, indicating aggravated pulmonary congestion due to cardiac dysfunction as consequence of reduced GATA-4 and GATA-6 levels in cardiac fibroblasts (Fig. 2m, n). Furthermore, qPCR analysis of a panel of fibrosis and cardiac embryonic genes revealed an increased mRNA expression of *Nppa* (ANP) in the myocardium of *Gata4/6fl-Per-Cre* versus control mice after long TAC, again as sign of aggravated heart failure in these mice (Suppl. Figure 1g).

**Fig. 2:**
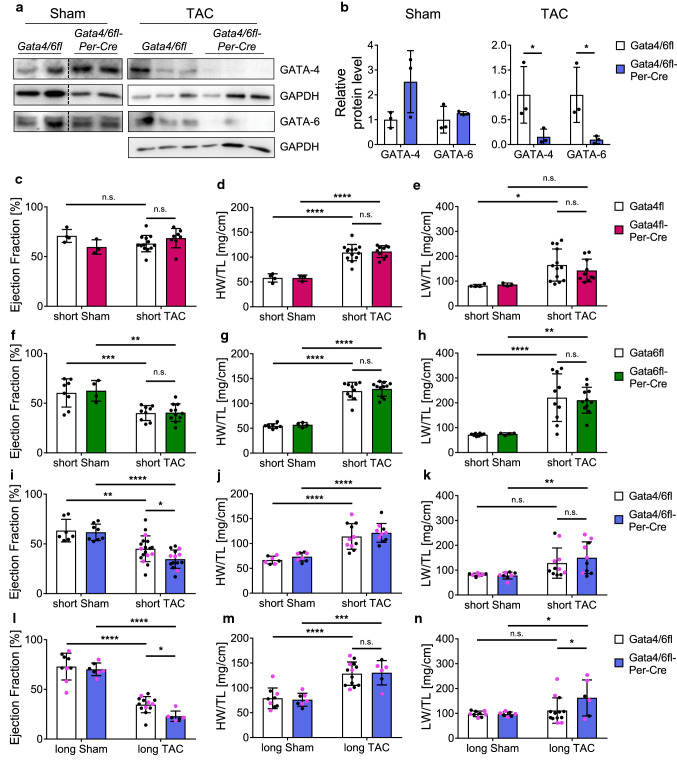
Combined deletion of *Gata4* and *Gata6* in activated cardiac fibroblasts aggravates heart failure after short- and long-term pressure overload. **a**, **b** Western blot of isolated cardiac fibroblasts from *Gata4/6fl-Per-Cre* and *Gata4/6fl* littermate control mice after pressure overload or sham (**a**) and quantification of relative protein levels normalized to GAPDH (**b**) showing efficient reduction of GATA-4 and GATA-6 protein levels after TAC in *Gata4/6fl-Per-Cre* mice. **c–e** Quantification of the ejection fraction (**c**), heart weight/tibia length ratio (HW/TL, **d)** and lung weight/tibia length ratio (LW/TL, **e**) in *Gata4fl-Per-Cre* and *Gata4fl* littermate control mice shows signs of compensated cardiac hypertrophy without significant differences in both groups after short-term pressure overload. **f–h** Quantification of the ejection fraction (**f)**, HW/TL (**g**), and LW/TL ratio (**h**) in *Gata6fl-Per-Cre* and *Gata6fl* littermate control mice shows decreased cardiac function without significant differences in both groups after short-term pressure overload. **i–n** Quantification of the ejection fraction (**i**, **l**), HW/TL (**j**, **m**), and LW/TL ratio (**k**, **n**) in *Gata4/6fl-Per-Cre* mice and *Gata4/6fl* littermate controls shows that mice with deletion of *Gata4* and *Gata6* in cardiac fibroblasts display a significantly worse cardiac function after short- and long-term pressure overload and an increased LW/TL ratio after long-term pressure overload compared to littermate control mice, while the HW/TL ratio is not significantly different. Selected animals for further histological analysis (see Fig. 3) are indicated in pink. Data are shown as mean ± SD. Two-way ANOVA with Sidak’s multiple-comparisons test was used to test for statistical significance. n.s. indicates no statistical significance between groups. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

Overall, we found that single deletion of *Gata4* or *Gata6* in activated cardiac fibroblasts did not significantly affect the cardiac response to pressure overload, while mice with double deletion of *Gata4/6* displayed a reduced cardiac function after short- and long-term, and more pulmonary congestion after long-term TAC compared to littermate controls. Therefore, our further analyses predominantly focus on *Gata4/6* double deletion rather than single deletion of *Gata4* or *Gata6*.

### Deletion of *Gata4/6* in cardiac fibroblasts reduces the capillary density in the heart after pressure overload

To investigate myocardial structural changes upon fibroblast *Gata4/6* deletion, we used Sirius-red staining to detect fibrosis in response to short- or long-term pressure overload (mice that were selected for histological analysis are indicated in Fig. 2 i–n as pink datapoints). The fibrotic area significantly increased in *Gata4/6fl-Per-Cre* and control mice following short- and long-term TAC versus sham operated mice, but no differences were observed between both genotypes (Fig. 3a–c). Additional quantification of the perivascular fibrosis ratio (PFR) showed a similar increase of the PFR after short and long-term TAC compared to sham, while we did not observe any difference between *Gata4/6fl-Per-Cre* and control mice (Suppl. Figure 2a, b). We also quantified the number of fibroblasts per cardiomyocyte to detect potential differences in fibroblast cell numbers due to changes in developmental differentiation or proliferation. While the number of fibroblasts per cardiomyocyte significantly increased in response to short- and long-term pressure overload, we did not find significant changes between *Gata4/6fl-Per-Cre* and control mice (Suppl. Figure 2c). Furthermore, immunofluorescence staining for the leukocyte marker CD45 did not reveal any differences in the number of inflammatory cells between *Gata4/6fl-Per-Cre* and control mice (Suppl. Figure 2d). Moreover, quantification of α-smooth muscle actin positive vessels from immunofluorescence stainings did not indicate any impact of *Per-Cre* driven *Gata4/6* deletion on the amount of cardiac arterioles and arteries (Suppl. Figure 2e, f). Next, we determined the hypertrophic response and capillarization of cardiac tissue after staining for wheat germ agglutinin (WGA) and Isolectin B4 (IB4). As expected, the cardiomyocytes significantly increased in size in response to pressure overload as shown in Fig. 3d, e. Nevertheless, the cardiomyocyte cross-sectional area similarly increased in *Gata4/6fl-Per-Cre* and control mice, indicating that the cellular mechanisms enabling compensatory cardiac hypertrophy do not depend on the expression levels of *Gata4* and *Gata6* in cardiac fibroblasts. Quantification of the fibrotic area and the hypertrophic response in *Gata4* and *Gata6* single deleted mice and *Wt-Per-Cre* mice showed a similar increase after TAC compared to sham, while no differences occurred between the *Gata4* or *Gata6* single deletion or control mice (Suppl. Figure 3a–f). In contrast to the unaffected fibrotic and hypertrophic responses, we found that the increase in the number of capillaries per cardiomyocyte after short- and long-term TAC compared to sham was significantly reduced in *Gata4/6fl-Per-Cre* compared to control mice (Fig. 3f–h). Capillary density was unchanged in fibroblast *Gata4* single deleted mice or *Wt-Per-Cre* mice after TAC, or even increased in the *Gata6* single deleted mice (Suppl. Figure 3g–i). Sham operated *Gata4/6fl-Per-Cre* mice also showed no reduction in cardiac capillarization versus *Gata4/6fl* mice, because Cre activation and, therefore, *Gata4/6* deletion does only occur after TAC surgery in our model. Differences of the angiogenic response in control mice between the analyzed groups after TAC are most likely due to slight variation in the genetic mouse background, therefore, only littermate animals were used as respective controls for each group. The impaired angiogenic response upon combined *Gata4/6* deletion after TAC raised the question, how the deletion of the transcription factors *Gata4* and *Gata6* in cardiac fibroblasts could affect the formation of cardiac endothelial cells, which were not directly targeted in our in vivo model.

**Fig. 3:**
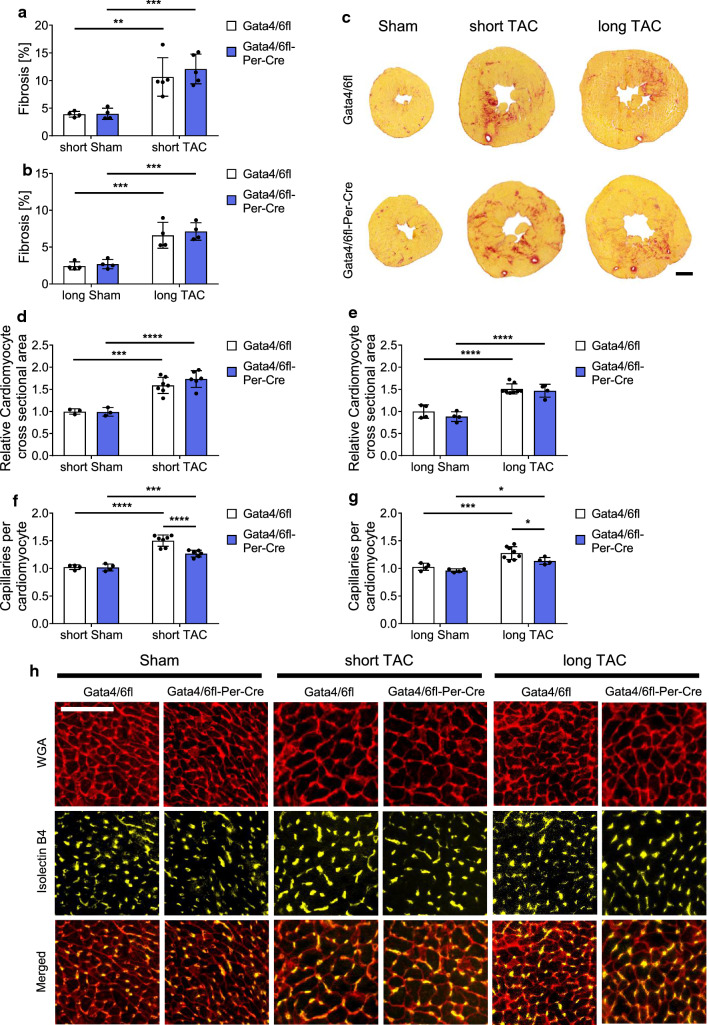
Mice with fibroblast-specific deletion of *Gata4* and *Gata6* show a reduced capillary density after pressure overload. **a–c** Quantification of cardiac fibrosis from transverse mouse heart sections stained with Sirius-red after short (**a**) and long (**b**) pressure overload and representative pictures of Sirius-red stained hearts (**c**), scale bar 1 mm. **d**, **e** Quantification of the cardiomyocyte cross-sectional area after short (**d**) and long (**e**) pressure overload. **f–h** Quantification of the capillary density displayed as capillary per cardiomyocyte ratio after short (**f**) and long (**g**) pressure overload and representative pictures of WGA and IsolectinB4 stained heart sections (**h**), scale bar 50 µm. Data are shown as mean ± SD. Two-way ANOVA with Sidak’s multiple-comparisons test was used to test for statistical significance. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

### In vitro co-culture of *Gata4/6*-deprived cardiac fibroblasts and endothelial cells shows reduced endothelial cell migration and tube formation

To address the finding that fibroblast-specific double-deletion of *Gata4* and *Gata6* reduces the angiogenic response in the heart after pressure overload, we established an in vitro co-culture system. Therefore, cardiac fibroblasts from newborn rats (1–3 days-old) were isolated and transfected with specific siRNAs to downregulate the expression of *Gata4*, *Gata6* or both. These targeted fibroblasts or control cells were cultured in permeable inserts on top of endothelial cells, allowing the exchange of soluble factors by diffusion in the culture medium (Fig. 4a). Due to the distance between the fibroblast covered inserts and the bottom of the cell culture dish below, direct cell–cell contact of fibroblasts and endothelial cells was prevented. Quantification of the mRNA expression level of *Gata4* and *Gata6* and protein level of GATA-4 and GATA-6 in cardiac fibroblasts after siRNA transfection demonstrated a downregulation of around 50% on RNA and protein level compared to fibroblasts transfected with siRNA control (Fig. 4b and Suppl. Figure 3j, k). The endothelial cells (HUVEC) showed a markedly reduced migration after 6 h of co-culture with *siGata6* or *siGata4/6* treated fibroblasts compared to controls, while co-culture with *siGata4* treated fibroblasts did not significantly affect the HUVEC migration (Fig. 4c, d). Another important parameter of endothelial activity is the ability to form a closed interaction network on matrigel matrix, which can be assessed in a tube formation assay. HUVECs that were co-cultured with *siGata4*, *siGata6* or *siGata4/6* transfected fibroblasts on matrigel built significantly less closed tube-structures compared to controls (Fig. 4e, f). To confirm the anti-angiogenic effect of *Gata4/6* deletion in fibroblasts on microvascular cells, we additionally conducted co-culture experiments with human cardiac microvascular endothelial cells (HCMEC) and *siGata4/6* or control treated fibroblasts. The HCMECs showed a significantly reduced migration after 10 h of co-culture with *siGata4/6* treated fibroblasts compared to controls (Fig. 4g, h). In conclusion, our in vitro experiments support the finding that fibroblast *Gata4/6* is required for an adaptive expansion of endothelial cells and that this intercellular crosstalk is presumably mediated by soluble factors secreted from cardiac fibroblasts.

**Fig. 4:**
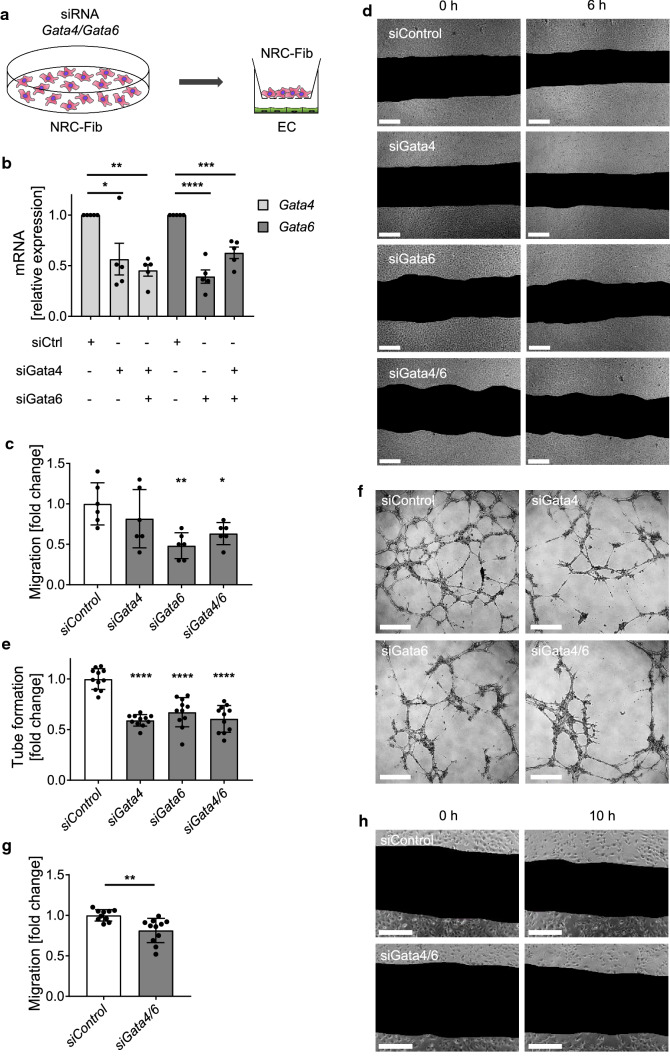
Endothelial cells exert reduced migration and tube formation in co-culture with fibroblasts treated with siRNA to downregulate *Gata4* and *Gata6* compared to control-treated fibroblasts. **a** Schematic overview of co-culture experimental setup. *Gata4* and *Gata6* were downregulated in neonatal rat cardiac fibroblasts (NRC-Fib) by siRNA transfection 48 h before co-culture with HUVEC or HCMEC. **b** Relative mRNA level of *Gata4* and *Gata6* in rat cardiac fibroblasts 48 h after siRNA transfection. RNA expression levels are normalized to *Gapdh.* **c**, **d** Quantification of endothelial cell (HUVEC) migration (**c**) and representative images (**d**) from scratch assays. Pictures were taken directly after scratch (0 h) and 6 h later. **e**, **f** Quantification of tube formation (**e**) and representative pictures (**f**) of HUVEC/Fibroblast co-cultures on a 3D matrigel matrix. Images for quantification of tube formation were taken after 8 h of co-culture. Quantification of cardiac microvascular endothelial cell (HCMEC) migration (**g**) and representative images (**h**). Pictures were taken directly after scratch (0 h) and 10 h later. Scale bar (**d**, **f**, **h**) 200 µm. Data are shown as mean ± SD. One-way ANOVA with Dunnett’s multiple-comparisons test (**b**, **c**, **e**) or unpaired *t* test (**g**) was used to test for statistical significance. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

### Simultaneous deletion of *Gata4/6* in cardiac fibroblasts changes the transcriptome towards higher expression of anti-angiogenic mediators

To identify target genes of *Gata4/6* in cardiac fibroblasts that might influence the adaptive angiogenic response in the heart after pressure overload, we isolated fibroblasts from hearts of the previously described *Gata4fl*, *Gata6fl*, and *Gata4/6fl* as well as from wild-type mice. 

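RNA of cultured cardiac fibroblasts from mice aged 6 to 8 weeks was sequenced in 15 libraries, 3 for each of 5 groups. Fibroblasts from Gata4/6fl, Gata4fl and Gata6fl hearts were infected with AdCre (libraries labelled Gata4/6 deletion, Gata4 deletion and Gata6 deletion). Fibroblasts from Gata6fl hearts were infected with AdβGal (control), and fibroblasts from wild-type hearts with AdCre. After infection the cells were kept in culture for 48 h. The paper's text does not state whether the 3 libraries of a group came from separate animals, so that p-values measure the spread between libraries. The number of reads assigned to genes per library was 33287062 to 41029507 (median 36437297) in the control, 33165773 to 39332654 (median 34439691) in libraries labelled Gata4/6 deletion, 23459403 to 37651561 (median 37276750) in those labelled Gata4 deletion, 29288896 to 35514748 (median 32027961) in those labelled Gata6 deletion and 31140705 to 38366545 (median 38022400) in wild-type AdCre. All values use the reads assigned to genes. The authors trimmed the reads, aligned them to the mouse genome, counted them per gene and deposited log2 CPM scaled to the 50th percentile. Whole reads were recovered from these values with the prior count of 0.25, and all values gave a whole number within 0.01. The lowest was 1 in every library, taken as a count added to every gene, and 1 was subtracted from all. Of the 25725 genes in the table, the 21518 with more than 5 reads in at least 2 libraries were tested with limma on the deposited log2 CPM, all 5 groups in 1 model. A gene was called differentially expressed (DE) at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. CPM of the group comparisons are scaled to the 50th percentile and given with the SD of 3 libraries.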

The isolated fibroblasts were cultured in vitro and subsequently the loxP targeted exons of the *Gata4* (exon 3–5) and the *Gata6* gene (exon 2) were deleted by adenoviral delivery of the Cre recombinase (AdCre). 

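Over the whole gene, counts of Gata4 and Gata6 were not lower in the libraries labelled with their deletion than in the Gata6fl-AdβGal control. Gata4 (ENSMUSG00000021944, chromosome 14 of GRCm38, 63198922 to 63271692) was at 70.7 ± 8.46 CPM (SD, n = 3) in libraries labelled Gata4 deletion, 106 ± 3.00 CPM in those labelled Gata4/6 deletion, 65.5 ± 3.78 CPM in those labelled Gata6 deletion and 70.7 ± 2.56 CPM in the control. Its log2 fold change against the control was -0.01 (standard error 0.09, adjusted p = 0.964) with the Gata4 deletion label and 0.58 (standard error 0.09, adjusted p = 0.00011) with the Gata4/6 deletion label. Gata6 (ENSMUSG00000005836, chromosome 18 of GRCm38, 11052064 to 11085635) was at 52.8 ± 2.53 CPM in libraries labelled Gata6 deletion, 55.2 ± 5.06 CPM in those labelled Gata4/6 deletion, 25.8 ± 3.74 CPM in those labelled Gata4 deletion and 35.1 ± 0.993 CPM in the control. Its log2 fold change was 0.59 (standard error 0.11, adjusted p = 0.00681) with the Gata6 deletion label, 0.65 (standard error 0.11, adjusted p = 0.00027) with the Gata4/6 deletion label and -0.45 (standard error 0.11, adjusted p = 0.00406) with the Gata4 deletion label. Both genes were lower in wild-type AdCre (47.9 ± 1.53 CPM and 18.2 ± 1.92 CPM) than in the control, by log2 fold changes of -0.56 (adjusted p = 7.5e-05) and -0.95 (adjusted p = 2.8e-06). Gata2, a further member of the family, rose from 2.73 ± 0.0328 CPM to 8.64 ± 0.837 CPM with the Gata4/6 deletion label (log2 fold change 1.65, standard error 0.15, adjusted p = 3.6e-07), and Gata3 had a log2 fold change of 0.16 (adjusted p = 0.472). Gata2 also rose with the Gata4 label (1.47, adjusted p = 1.0e-06) and in wild-type AdCre (1.05, adjusted p = 2.2e-05). With the Gata6 label it did not pass the test (0.47, adjusted p = 0.127). Between the Gata4/6 and Gata4 labels Gata2 had a log2 fold change of 0.175 (adjusted p = 0.408), and between the Gata4/6 label and wild-type AdCre of 0.59 (adjusted p = 0.0036). Of the 5 GATA genes tested, 3 were higher and none was lower with the Gata4/6 deletion label (3 up and 0 down when adjusted over the list alone). For GATA family, the median log2 fold change was 0.58 (camera adjusted p = 0.0108, and 0.0999 with an estimated correlation). Against wild-type AdCre the list was no longer called (0.59, adjusted p = 0.221), and the log2 fold changes of Gata3 with the Gata4/6 label (-1.37), Gata4 with the Gata4 (0.55) and Gata6 labels (0.45) and Gata6 with the Gata4 label (0.50) turned. The deleted exons 3 to 5 hold 381 of the 3374 nt (11.3%) of the Gata4 transcript used, on chromosome 14 from 63203311 to 63204755, and the deleted exon 2 holds 1154 of the 3234 nt (35.7%) of the Gata6 transcript used, on chromosome 18 from 11054036 to 11055189. The counts also cover the exons that stay, so that they check the labels only in part, and the groups are named by their labels.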

Fibroblasts from *Gata6fl* mouse hearts were infected with β-galactosidase expressing adenovirus (AdβGal) and used as control samples. 

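Wild-type fibroblasts with AdCre differed from the Gata6fl-AdβGal control in 4545 DE genes, 2341 higher and 2204 lower. Fosl1, a subunit of the AP-1 transcription factor, was at 36.3 ± 5.51 CPM against 3.46 ± 0.692 CPM in the control (SD, n = 3 each), and Des, which encodes the intermediate filament protein desmin, at 10.2 ± 0.599 CPM against 1.17 ± 0.406 CPM. The extracellular matrix gene Tinagl1 (log2 fold change 3.45), the collagen-modifying enzyme gene P3h2 (3.10) and Cox6b2, a subunit gene of cytochrome c oxidase (3.34), were also higher. Mgp, which encodes an inhibitor of calcification, fell to 50.5 ± 5.54 CPM against 504 ± 69.8 CPM, and Cthrc1, an activated fibroblast gene, to 18.2 ± 2.59 CPM against 203 ± 41.1 CPM. Postn, which encodes the matrix protein periostin, had a log2 fold change of -1.48 (adjusted p = 5.3e-09), and the synapsin gene Syn3 of -4.24. Of 34 proliferation genes, 22 were higher and none was lower (23 up and 0 down when adjusted over the list alone). For proliferation in wild-type AdCre, the median log2 fold change was 0.61 (camera adjusted p = 4.0e-05, and 0.746 with an estimated correlation). Of 48 interferon-stimulated genes, 34 were lower and 2 higher (37 and 3 when adjusted over the list alone). For interferon-stimulated genes in wild-type AdCre, the median log2 fold change was -1.02 (camera adjusted p = 6.7e-09, and 0.601 with an estimated correlation). Markers of fibroblast identity were lower in 14 of 20 and higher in 1 (14 and 1 when adjusted over the list alone). For fibroblast identity in wild-type AdCre, the median log2 fold change was -0.76 (camera adjusted p = 1.4e-05, and 0.25 with an estimated correlation). Among 42 matrix glycoproteins and proteoglycans, 22 were lower and 6 higher (22 and 7 when adjusted over the list alone). For matrix glycoproteins and proteoglycans in wild-type AdCre, the median log2 fold change was -0.36 (camera adjusted p = 0.00041, and 0.379 with an estimated correlation). Xist, the X inactivation transcript, had 1 read in each wild-type library and 4397 to 15594 reads in the control libraries. Genotype and virus both differ between these groups, and, by the reads of Xist, so does the sex of the animals. Every comparison with wild-type AdCre carries this difference in Xist, as all floxed libraries held reads of it. Without control replicate 2, which stands apart from the other control libraries, 4361 genes were DE. The split of directions depended on the scale, with 1322 higher and 3345 lower by library size alone and 1280 higher and 688 lower with log2(CPM + 1).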

Wild-type cardiac fibroblasts infected with AdCre served as additional controls. 

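In libraries labelled Gata4/6 deletion, Penk, Hp, Pianp and Kng1 were among the genes with the largest increase over the control. Penk, which encodes the precursor of the enkephalins, was at 45.0 ± 16.1 CPM against 0.379 ± 0.0710 CPM (SD, n = 3 each; log2 fold change 6.72, adjusted p = 9.0e-10). Hp, which encodes haptoglobin, was at 154 ± 24.5 CPM against 3.84 ± 0.705 CPM (log2 fold change 5.31, adjusted p = 3.6e-12). Fgf10, a fibroblast growth factor gene, was at 18.7 ± 3.09 CPM against 0.624 ± 0.117 CPM, and Wif1, which encodes an inhibitor of Wnt ligands, at 11.2 ± 2.14 CPM against 0.485 ± 0.0845 CPM. Kng1 (kininogen), Pianp and Morc1 rose by log2 fold changes of 5.90, 6.86 and 4.49. Cyp26b1, which encodes an enzyme that degrades retinoic acid, was at 34.7 ± 0.389 CPM against 0.975 ± 0.231 CPM, and the oxytocin receptor gene Oxtr at 33.4 ± 3.05 CPM against 1.89 ± 0.12 CPM. Ifi202b had 729 to 785 reads per library against 1 read in all 3 control libraries, and also 2653 to 4807 reads in libraries labelled Gata4 deletion, but 0 to 2 reads in those labelled Gata6 deletion. Among the genes with the largest decrease were the interferon-induced genes Ifi44 (7.96 ± 2.57 CPM against 112 ± 10.1 CPM), Zbp1 (9.01 ± 2.41 CPM against 89.6 ± 14.3 CPM) and Rsad2 (log2 fold change -3.75). The collectin gene Colec11 (log2 fold change -4.35), the tyrosine kinase gene Bmx (-3.66), the angiopoietin-like gene Angptl7 (-3.62), the mesothelial marker Gpm6a (-3.41) and AI838599 (-5.82) fell as well. The protamine gene Prm1 had 1159 to 1585 reads per control library and 0 reads in these libraries, and 0 to 19 reads in every other AdCre library.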

The genome-wide transcriptome was analyzed using bulk RNA-sequencing and differentially expressed (DE) genes between the groups (at least twofold up or downregulation in *Gata4/6* deletion compared to control, and *p* < 0.05) are shown in the heatmap (Fig. 5a). Compared to *Gata6fl-*AdβGal control samples, we found 3720 DE genes in fibroblasts with *Gata4* deletion, 667 DE genes upon *Gata6* deletion and 3154 DE genes in fibroblasts with *Gata4/6* double deletion. 

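Libraries labelled Gata4 deletion had 3320 DE genes against the control (1751 higher, 1569 lower), those labelled Gata6 deletion 257 (167 higher, 90 lower) and those labelled Gata4/6 deletion 2757 (1222 higher, 1535 lower). With the Gata4 deletion label, the smooth muscle actin gene Actg2 was at 36.6 ± 3.5 CPM against 1.21 ± 0.227 CPM (SD, n = 3 each), and Serpina3i, whose paralogs may share its reads, at 87.7 ± 5.07 CPM against 2.30 ± 0.28 CPM. Of 25 genes of myofibroblast activation, 17 rose and 4 fell (17 up and 5 down when adjusted over the list alone). For myofibroblast activation with the Gata4 label, the median log2 fold change was 0.99 (camera adjusted p = 2.0e-06, and 0.149 with an estimated correlation). Of 30 genes of hypoxia and glycolysis, 18 rose, with the hexokinase gene Hk2 at log2 fold change 2.14 and the glucose transporter gene Slc2a1 at 1.28, and 2 fell (18 and 3 when adjusted over the list alone). For hypoxia and glycolysis with the Gata4 label, the median log2 fold change was 0.56 (camera adjusted p = 5.0e-05, and 0.184 with an estimated correlation). Of 25 NF-kB inflammatory genes, 16 rose, among them Il6 (1.52), and 3 fell (16 up and 3 down when adjusted over the list alone). For NF-kB inflammatory genes with the Gata4 label, the median log2 fold change was 0.86 (camera adjusted p = 0.00034, and 0.428 with an estimated correlation). Markers of fibroblast identity fell in 12 of 20 and rose in 2 (12 and 2 when adjusted over the list alone), with Gsn, which encodes the actin-binding protein gelsolin, at 408 ± 64.3 CPM against 1871 ± 144 CPM. For fibroblast identity with the Gata4 label, the median log2 fold change was -1.02 (camera adjusted p = 5.0e-05, and 0.149 with an estimated correlation). Of 24 genes of cholesterol biosynthesis, 13 fell and none rose (13 and 0 when adjusted over the list alone); without Gata4fl AdCre replicate 2 the camera adjusted p was 0.0558, and the fry adjusted p was 0.0554. For cholesterol biosynthesis with the Gata4 label, the median log2 fold change was -0.39 (camera adjusted p = 0.00546, and 0.833 with an estimated correlation). Angptl7 (-4.27), Myoc (-3.92), Clec3b (-3.51), Rab6b (-4.04) and Gal3st2 (-5.92) fell, and the cell adhesion gene Cadm4 rose (5.34). Of 20 macrophage and leukocyte markers, 12 were higher and 2 lower (13 and 2 when adjusted over the list alone), a camera call that was lost without Gata6fl AdβGal control replicate 1 (0.0507) or 3 (0.0564) or Gata4fl AdCre replicate 2 (0.067) and with fry (0.108). For macrophage and leukocyte markers with the Gata4 label, the median log2 fold change was 0.63 (camera adjusted p = 0.0298, and 0.833 with an estimated correlation). Against wild-type AdCre, fibroblast identity (-0.18, adjusted p = 0.706), hypoxia and glycolysis (0.10, adjusted p = 0.547) and the macrophage and leukocyte markers (0.31, adjusted p = 0.498) were not called with the Gata4 label.

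With the Gata6 deletion label, Sncg (γ-synuclein) was at 33.2 ± 3.00 CPM against 8.46 ± 2.12 CPM, Igfbp3, which encodes a binding protein of insulin-like growth factors, at 218 ± 5.61 CPM against 89.6 ± 7.54 CPM, and the immediate early gene Egr1 at 31.7 ± 4.28 CPM against 9.30 ± 0.818 CPM. Fosl1 (1.67) and the organic anion transporter gene Slco2b1 (1.45) rose as well. The lipocalin gene Apod fell to 32.1 ± 6.99 CPM against 143 ± 31.6 CPM, and the cardiac troponin gene Tnnt2 to 8.03 ± 1.00 CPM against 20.3 ± 3.18 CPM. Of 48 interferon-stimulated genes, 33 fell and none rose (45 and 0 when adjusted over the list alone), with Ifi44 at -1.72, Zbp1 at -1.51 and Iigp1 at -1.72. For interferon-stimulated genes with the Gata6 label, the median log2 fold change was -1.0 (camera adjusted p = 2.8e-46, and 0.0538 with an estimated correlation). Genes of antigen processing fell in 11 of 14, among them H2-K1 (-1.41), and none rose (13 and 0 when adjusted over the list alone). For antigen processing with the Gata6 label, the median log2 fold change was -0.86 (camera adjusted p = 1.7e-21, and 0.0538 with an estimated correlation). Of 12 smooth muscle and pericyte markers, 2 rose and none fell (6 and 1 when adjusted over the list alone). For smooth muscle and pericyte markers with the Gata6 label, the median log2 fold change was 0.40 (camera adjusted p = 5.0e-05, and 0.0152 with an estimated correlation). Against wild-type AdCre, the AdCre group without floxed genes, 4451, 4628 and 3740 genes were DE with the Gata4/6, Gata4 and Gata6 deletion labels. With the Gata6 label the medians of the interferon-stimulated genes and of antigen processing were 0.00 and 0.03 (camera adjusted p = 0.835 for both), and the smooth muscle and pericyte markers were no longer called (0.58, adjusted p = 0.638). With this label, Apod (-0.21, adjusted p = 0.363), Ifi44 (-0.44, adjusted p = 0.204) and Iigp1 (-0.03, adjusted p = 0.934) did not pass the test. Sncg, Igfbp3, Egr1, Fosl1, Slco2b1 and H2-K1 turned (-0.83, -1.27, -0.52, -1.71, -1.05 and 0.61). Without the 2 libraries that stand apart (control replicate 2 and Gata6fl AdCre replicate 3, chosen after seeing the data), 2769, 3339 and 236 genes were DE. The direction most genes took with the Gata6 label turned with log2(CPM + 1) (34 higher, 64 lower) and was even without Gata6fl AdCre replicate 1 (108 and 106). That with the Gata4/6 label turned with mean CPM of at least 1 (746 and 679), with log2(CPM + 1) (539 and 502), with no fold threshold (3611 and 3585) and without X, Y and pseudogenes (1108 and 883, chosen after seeing the data), and that with the Gata4 label by library size alone (1587 and 1716).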

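Of the 1222 genes higher in libraries labelled Gata4/6 deletion than in the control, 701 (57.4%, 95% Wilson interval 54.6% to 60.1%) were also higher with the Gata4 deletion label and 117 (9.57%, 8.05% to 11.3%) with the Gata6 deletion label. Lists of these sizes drawn independently would share 99.4 and 9.48 genes. Increases were shared by all 3 labels for 105 genes, among them Angpt4 and Nrp2, by the Gata4/6 and Gata4 labels alone for 596, and by the Gata4/6 and Gata6 labels alone for 12. Thbs1, Adamts12, Flt1, Rgcc, Fgf10 and Myh11 were called with the Gata4/6 and Gata4 labels. With the Gata6 label Flt1 also rose, by less than 2-fold (log2 fold change 0.99, adjusted p = 0.00309). The angiotensinogen gene Agt, the lipoprotein lipase inhibitor gene Angptl4, the proteoglycan gene Podn and the chondromodulin gene Cnmd were called with the Gata4/6 label but not with the Gata4 label, and were higher in libraries labelled Gata4/6 deletion than in those labelled Gata4 deletion by log2 fold changes of 1.46 (adjusted p = 1.3e-05), 2.26 (adjusted p = 1.2e-06), 1.27 (adjusted p = 2.5e-05) and 2.25 (adjusted p = 7.9e-05). Without Gata4fl AdCre replicate 1, Cnmd was also called with the Gata4 label (1.08, adjusted p = 0.0158). Of the 1535 lower genes, 717 (46.7%) were also lower with the Gata4 label and 73 (4.76%) with the Gata6 label. In wild-type AdCre, without floxed genes, 435 of the 1222 increases (35.6%) and 681 of the 1535 decreases (44.4%) were called in the same direction. Of the 167 increases and 90 decreases with the Gata6 label, 139 (83.2%) and 58 (64.4%) were called there too. All of these comparisons share the control libraries. For the Gata4 label, the correlation of the log2 fold changes was 0.658, their covariance 0.506 and the share of genes with the same sign 70.9%, against 0.499, 0.0409 and 66.6% in 20 simulations of unchanged groups with the same control. For the Gata6 label, the covariance of 0.140 was above the simulated 0.0410, while the correlation of 0.389 and the share of 64.2% were below the simulated 0.501 and 66.7%. With wild-type AdCre as the control of the single deletion alone, so that no control library is shared, 410 of the 1222 increases were shared with the Gata4 label (33.6%, 136 for independent lists, 80 opposite) and 111 with the Gata6 label (9.08%, 109 for independent lists, 198 opposite). With wild-type AdCre as the control of both, the shares were 62.8% (Gata4 label) and 50.9% (Gata6 label), and with 1 CPM added before taking logarithms the share with the Gata6 label was 4.45%.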

Visualization of upregulated genes upon *Gata4/6* single or double deletion in a Venn diagram showed that 60% of the upregulated genes in the *Gata4/6* double deleted cells were also upregulated in *Gata4* single deletion, while only 17% were upregulated in samples with *Gata6* single deletion (Fig. 5b). 

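Libraries labelled Gata4/6 deletion differed from those labelled Gata4 deletion in 2333 DE genes (929 higher, 1404 lower) and from those labelled Gata6 deletion in 2176 (807 higher, 1369 lower). Genes of PPAR and fatty acid uptake were higher than with the Gata4 label in 16 of 26 and lower in 1 (17 and 1 when adjusted over the list alone), and higher than with the Gata6 label in 16 and lower in none (16 and 0 when adjusted over the list alone). For PPAR and fatty acid uptake against the Gata4 label, the median log2 fold change was 0.56 (camera adjusted p = 2.3e-07, and 0.00329 with an estimated correlation). For PPAR and fatty acid uptake against the Gata6 label, the median log2 fold change was 0.57 (camera adjusted p = 1.1e-07, and 0.00271 with an estimated correlation). Proliferation genes were lower than with the Gata4 label in 26 of 34 and higher in none (28 and 0 when adjusted over the list alone), and lower than with the Gata6 label in 23 and higher in none (26 and 0 when adjusted over the list alone). For proliferation against the Gata4 label, the median log2 fold change was -0.54 (camera adjusted p = 5.5e-10, and 0.224 with an estimated correlation). For proliferation against the Gata6 label, the median log2 fold change was -0.66 (camera adjusted p = 4.2e-13, and 0.198 with an estimated correlation). Replication-dependent histones were higher than with the Gata4 label in 15 of 23 and lower in none (17 and 0 when adjusted over the list alone). For replication-dependent histones against the Gata4 label, the median log2 fold change was 1.48 (camera adjusted p = 5.0e-07, and 0.123 with an estimated correlation). Genes of myofibroblast activation were lower than with the Gata4 label in 16 of 25 and higher in 3 (17 and 3 when adjusted over the list alone). For myofibroblast activation against the Gata4 label, the median log2 fold change was -0.80 (camera adjusted p = 3.0e-05, and 0.123 with an estimated correlation). Of 48 interferon-stimulated genes, 47 were lower than with the Gata4 label and none was higher (48 and 0 when adjusted over the list alone), and 40 were lower than with the Gata6 label and none was higher (44 and 0 when adjusted over the list alone). For interferon-stimulated genes against the Gata4 label, the median log2 fold change was -1.63 (camera adjusted p = 1.2e-31, and 0.123 with an estimated correlation). For interferon-stimulated genes against the Gata6 label, the median log2 fold change was -0.95 (camera adjusted p = 7.5e-20, and 0.195 with an estimated correlation). Epicardial and mesothelial markers were lower than with the Gata6 label in 7 of 13 and higher in 1 (7 and 2 when adjusted over the list alone). For epicardial and mesothelial markers against the Gata6 label, the median log2 fold change was -1.33 (camera adjusted p = 0.00072, and 0.029 with an estimated correlation). With mean CPM of at least 1, 1242 and 1022 genes were DE, and without Gata6fl AdCre replicate 3, which stands apart, 2001 genes were DE against the Gata6 label. The excess of lower genes against the Gata4 label was smaller with log2(CPM + 1) (418 higher, 446 lower) and with mean CPM of at least 1 (602 and 640). Against the Gata6 label it was absent with mean CPM of at least 1 (517 higher, 505 lower) and without X, Y and pseudogenes (727 and 742, chosen after seeing the data), and turned with log2(CPM + 1) (384 and 343) and with no fold threshold (3227 and 2843).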

Because we did not observe any phenotype in mice with *Gata4* or *Gata6* single deletion in fibroblasts, we focused the analysis on the samples with *Gata4/6* double-deletion. In this group, we found 1408 upregulated genes which belonged to the GO (biological process) clusters blood vessel development, tissue morphogenesis and negative regulation of cell proliferation (Fig. 5a, Suppl. Figure 4a). 

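In libraries labelled Gata4/6 deletion, genes of vessel growth moved both ways against the control. Of 76 genes of blood vessel development, 26 rose and 12 fell (27 up and 14 down when adjusted over the list alone). For blood vessel development, the median log2 fold change was 0.17 (camera adjusted p = 0.022, and 0.257 with an estimated correlation). The semaphorin and VEGF co-receptor gene Nrp2 was at 232 ± 34.2 CPM against 36.3 ± 10.5 CPM (SD, n = 3 each), the VEGF receptor gene Kdr rose by a log2 fold change of 1.51 and the transcription factor gene Foxc1 by 1.52, while the angiopoietin receptor gene Tek (-0.78), the transcription factor gene Tbx20 (-0.76) and Vegfa (-0.34) fell. The call of blood vessel development was lost without control replicate 2 (camera adjusted p = 0.0715), which stands apart from the other control libraries, and without Gata4/6fl AdCre replicate 1 (0.0668). Of 33 pro-angiogenic growth factors, 12 rose, with Cxcl12 at 677 ± 124 CPM against 124 ± 13.3 CPM, and 6 fell (13 up and 6 down when adjusted over the list alone). For pro-angiogenic growth factors, the median log2 fold change was 0.24 (camera adjusted p = 0.00928, and 0.0966 with an estimated correlation). Of 39 angiogenesis inhibitors, 13 rose and 10 fell (14 up and 10 down when adjusted over the list alone). For angiogenesis inhibitors, the median log2 fold change was 0.15 (camera adjusted p = 0.172, and 0.301 with an estimated correlation).

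Genes of BMP and TGF-beta signalling rose in 16 of 30 and fell in 4 (16 and 4 when adjusted over the list alone). For BMP and TGF-beta signalling, the median log2 fold change was 0.58 (camera adjusted p = 0.00035, and 0.0984 with an estimated correlation). The increased genes include the BMP antagonist gene Nog (14.5 ± 1.91 CPM against 1.03 ± 0.271 CPM), Id4, which encodes an inhibitor of DNA binding (2.31), and the TGF-β binding protein gene Ltbp1 (1.71). Genes of PPAR and fatty acid uptake rose in 17 of 26, with the lipoprotein lipase gene Lpl at 1212 ± 28.8 CPM against 147 ± 5.79 CPM, the fatty acid binding protein gene Fabp4 at 3.01, Pparg at 1.94 and Pdk4 at 1.56, and 1 fell (17 up and 1 down when adjusted over the list alone). For PPAR and fatty acid uptake, the median log2 fold change was 0.68 (camera adjusted p = 1.4e-07, and 0.00155 with an estimated correlation). Of 3 adipocyte markers, of which Adipoq is also in that list, 2 rose with it and none fell (3 up and 0 down when adjusted over the list alone). For adipocyte markers, the median log2 fold change was 2.58 (camera adjusted p = 0.0263, and 0.0999 with an estimated correlation). Against wild-type AdCre they were not called (2.07, adjusted p = 0.113). More adipocytes were not separated from a change within fibroblasts. Of 25 genes of myofibroblast activation, 17 rose, among them Cnn1 (2.75), Actg2 (2.96) and Myl9 (1.89), and 5 fell (19 up and 5 down when adjusted over the list alone). For myofibroblast activation, the median log2 fold change was 0.71 (camera adjusted p = 9.6e-06, and 0.0984 with an estimated correlation). Of 12 smooth muscle and pericyte markers, 6 rose, with the myosin gene Myh11 at 66.1 ± 8.34 CPM against 10.3 ± 1.60 CPM, and none fell (7 up and 0 down when adjusted over the list alone). For smooth muscle and pericyte markers, the median log2 fold change was 0.58 (camera adjusted p = 0.00033, and 0.0226 with an estimated correlation). Of 26 cardiogenic transcription factors, 9 rose and 3 fell (11 up and 3 down when adjusted over the list alone). For cardiogenic transcription factors, the median log2 fold change was 0.26 (camera adjusted p = 0.033, and 0.301 with an estimated correlation). Of 19 Hox genes, 7 rose and 2 fell (7 up and 2 down when adjusted over the list alone). For Hox genes, the median log2 fold change was 0.61 (camera adjusted p = 0.043, and 0.309 with an estimated correlation). The camera calls of these last lists were lost without control replicate 2 (0.0819 and 0.0649) and without Gata4/6fl AdCre replicate 2 (0.0610 and 0.112), and that of the Hox genes also without control replicate 1 (0.0561) or 3 (0.0619).

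Matrix genes split. Of 20 collagens, 5 rose and 6 fell, with Col3a1 at 3629 ± 119 CPM against 9617 ± 299.9 CPM (5 up and 6 down when adjusted over the list alone), where the mean log2 fold change is -0.03 and the test's direction is down. For collagens, the median log2 fold change was 0.02 (camera adjusted p = 0.81, and 0.902 with an estimated correlation). Of 42 matrix glycoproteins and proteoglycans, 13 rose, with the fibrillin gene Fbn2 at 3.31, and 9 fell, with Fbln1 at -2.51 and Lum at -1.68 (14 up and 11 down when adjusted over the list alone), where the mean is 0.09 and the direction up. For matrix glycoproteins and proteoglycans, the median log2 fold change was -0.02 (camera adjusted p = 0.852, and 0.902 with an estimated correlation). Of 37 matrix remodelling enzymes, 12 rose and 14 fell, among them Loxl2 (-1.34) (13 up and 14 down when adjusted over the list alone), direction down. For matrix remodelling enzymes, the median log2 fold change was 0.13 (camera adjusted p = 0.899, and 0.902 with an estimated correlation). Markers of fibroblast identity fell in 9 of 20, with Cd34 at -2.09, and rose in 3, with Pdgfra at 0.68 (3 up and 9 down when adjusted over the list alone); against wild-type AdCre the median was 0.28. For fibroblast identity, the median log2 fold change was -0.29 (camera adjusted p = 0.00762, and 0.176 with an estimated correlation). Epicardial and mesothelial markers fell in 7 of 13, with Aldh1a1 at 319 ± 39.0 CPM against 1118 ± 82.7 CPM and Upk3b at -2.13, and rose in 3 (3 up and 7 down when adjusted over the list alone). For epicardial and mesothelial markers, the median log2 fold change was -1.16 (camera adjusted p = 0.0213, and 0.0984 with an estimated correlation). Of 34 proliferation genes, 16 fell, with the mitotic kinesin gene Kif20a at 27.9 ± 2.79 CPM against 65.6 ± 0.872 CPM and the kinase gene Plk1 at -1.08, and none rose (0 up and 17 down when adjusted over the list alone). For proliferation, the median log2 fold change was -0.36 (camera adjusted p = 3.2e-05, and 0.36 with an estimated correlation). Of 23 replication-dependent histones, 10 rose and none fell (10 up and 0 down when adjusted over the list alone), a camera call that was lost with mean CPM of at least 1 (0.69, camera adjusted p = 0.102). For replication-dependent histones, the median log2 fold change was 0.59 (camera adjusted p = 0.00692, and 0.301 with an estimated correlation). Of 20 macrophage and leukocyte markers, 13 rose, with Cd68 at 0.94 and Mrc1 at 1.21, and none fell (13 up and 0 down when adjusted over the list alone). For macrophage and leukocyte markers, the median log2 fold change was 0.78 (camera adjusted p = 0.00035, and 0.405 with an estimated correlation). Against wild-type AdCre, the macrophage and leukocyte markers (0.25, adjusted p = 0.113), with Cd68 (0.13, adjusted p = 0.548) and Mrc1 (0.33, adjusted p = 0.324), the pro-angiogenic growth factors (0.35, adjusted p = 0.0524), the cardiogenic transcription factors (0.05, adjusted p = 0.257), Actg2 (0.50, adjusted p = 0.0527) and Fbln1 (-0.31, adjusted p = 0.162) were not called. There Kdr (-0.20, adjusted p = 0.492), Tbx20 (0.41, adjusted p = 0.0236) and the median of the matrix glycoproteins and proteoglycans (0.40, adjusted p = 0.00056) turned.

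**Figure D1:**
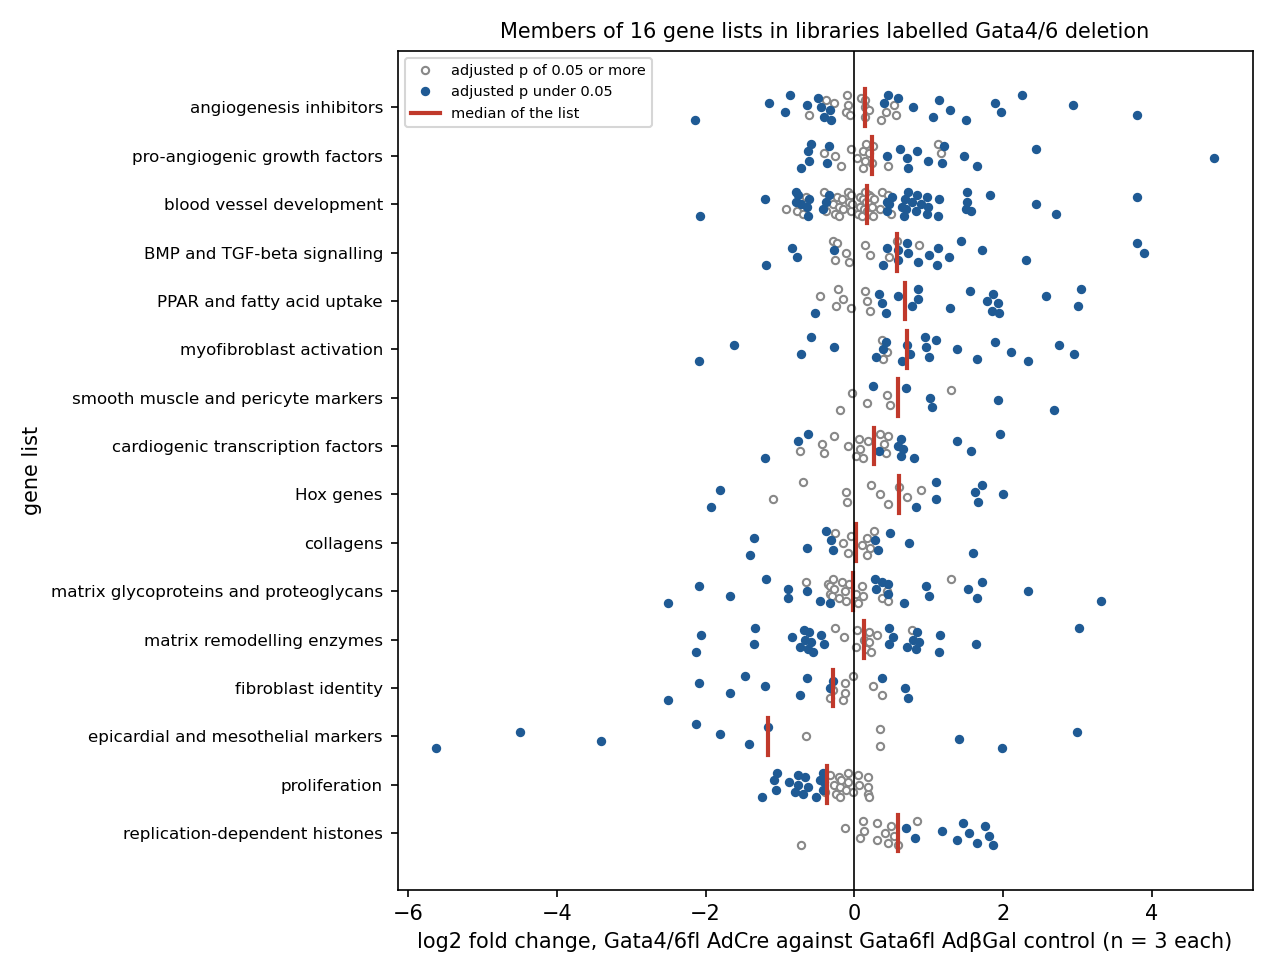
Log2 fold change of each member of 16 gene lists in libraries labelled Gata4/6 deletion (Gata4/6fl AdCre) against the Gata6fl-AdβGal control, n = 3 libraries each. The macrophage and leukocyte markers and the adipocyte markers are not shown, and the medians of both lie above those shown. Filled points passed an adjusted p under 0.05 (limma), open points did not, and bars mark the median of each list shown, from -1.16 for the epicardial and mesothelial markers to 0.71 for myofibroblast activation.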

Highly upregulated example genes in these clusters include angiogenic inhibitors (*Angpt4*, *Cnmd*, *Thbs1*), modulators of tissue morphogenesis (*Agt*, *Adamts12*), and cell receptors with anti-angiogenic effects (*Cd36*, *Flt1*, other example genes are listed in Fig. 5a). 

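All 7 of these genes were higher in libraries labelled Gata4/6 deletion than in the control. Angpt4, which encodes an angiopoietin ligand of the receptor Tie2 (ENSMUSG00000027460, chromosome 2 of GRCm38, 151911210 to 151945337), had 20.2 ± 8.93 CPM (SD, n = 3) against 1.32 ± 0.0495 CPM, a log2 fold change of 3.80 (standard error 0.25, adjusted p = 8.8e-09). Cnmd, which encodes chondromodulin (ENSMUSG00000022025, chromosome 14 of GRCm38, 79637690 to 79662170), had 7.61 ± 2.69 CPM against 0.945 ± 0.251 CPM and a log2 fold change of 2.95 (standard error 0.33, adjusted p = 3.9e-06). Thbs1, which encodes thrombospondin-1 (ENSMUSG00000040152, chromosome 2 of GRCm38, 118111876 to 118127133), had 2717 ± 146 CPM against 739 ± 133 CPM and a log2 fold change of 1.89 (standard error 0.13, adjusted p = 1.1e-08). Agt, which encodes angiotensinogen (ENSMUSG00000031980, chromosome 8 of GRCm38, 124556534 to 124569706), had 14.0 ± 2.61 CPM against 4.88 ± 0.361 CPM, a log2 fold change of 1.5 (standard error 0.18, adjusted p = 7.8e-06). The metalloproteinase gene Adamts12 (ENSMUSG00000047497, chromosome 15 of GRCm38, 11064790 to 11349231) had 56.5 ± 3.85 CPM against 27.9 ± 12.1 CPM, a log2 fold change of 1.13 (standard error 0.25, adjusted p = 0.00202). Flt1, which encodes a receptor of VEGF (ENSMUSG00000029648, chromosome 5 of GRCm38, 147561604 to 147726011), had 27.7 ± 3.5 CPM against 9.80 ± 1.64 CPM, a log2 fold change of 1.5 (standard error 0.17, adjusted p = 3.8e-06). Cd36, which encodes a receptor of thrombospondin-1 and a fatty acid transporter (ENSMUSG00000002944, chromosome 5 of GRCm38, 17781690 to 17888801), had a log2 fold change of 1.28 (standard error 0.18, adjusted p = 3.7e-05). Of the 11 genes the paper names as upregulated in Fig. 5a, Angptl4 (1.85), Rgcc (2.26), Podn (1.00) and Epha1 (1.00, adjusted p = 0.0273) included, 11 rose (11 when adjusted over the list alone); the study chose this list on these samples, so that its direction is not independent evidence. For genes the paper names as upregulated, the median log2 fold change was 1.5 (camera adjusted p = 1.5e-09, and 0.00155 with an estimated correlation). Epha1, at 1.30 CPM, was under a fold of 2, and did not pass the test without control replicate 3 (adjusted p = 0.122), without Gata4/6fl AdCre replicate 2 (0.155) or 3 (0.0517). It also did not pass with only the 2 groups compared (0.0976), with log2(CPM + 1) (0.0516) and with voom (0.0566, chosen after seeing the data). Against wild-type AdCre, Cd36 (0.30, adjusted p = 0.177), Flt1 (0.38, adjusted p = 0.0707) and Adamts12 (0.26, adjusted p = 0.41) did not pass the test, and Epha1 (-0.76) and Rgcc (-0.08) were negative.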

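Angpt4, which encodes the secreted factor angiopoietin-4, was higher than the control with both single deletion labels, and Thbs1, which encodes thrombospondin-1, passed the test with the Gata4 label. Angpt4 was at 9.20 ± 1.69 CPM (SD, n = 3) in libraries labelled Gata4 deletion and 4.09 ± 0.456 CPM in those labelled Gata6 deletion, log2 fold changes against the control of 2.75 (standard error 0.25, adjusted p = 2.9e-07) and 1.60 (standard error 0.25, adjusted p = 0.00154). In wild-type AdCre it was at 1.77 ± 0.348 CPM, a log2 fold change of 0.39 (adjusted p = 0.206). The libraries labelled Gata4/6 deletion exceeded those labelled Gata4 deletion by a log2 fold change of 1.04 (adjusted p = 0.00461) and those labelled Gata6 deletion by 2.20 (adjusted p = 6.6e-06). Thbs1 was at 3289 ± 108 CPM with the Gata4 label and 1002 ± 111 CPM with the Gata6 label, log2 fold changes of 2.17 (standard error 0.13, adjusted p = 1.7e-09) and 0.45 (standard error 0.13, adjusted p = 0.0792). In wild-type AdCre Thbs1 was at 709 ± 44.4 CPM (log2 fold change -0.05, adjusted p = 0.789). Between the Gata4/6 and Gata4 labels Thbs1 had a log2 fold change of -0.28 (adjusted p = 0.112), and between the Gata4/6 and Gata6 labels of 1.44 (adjusted p = 4.0e-07). The Gata4/6 to Gata4 difference passed the test with only the 2 groups compared (adjusted p = 0.0281) and without both libraries that stand apart (0.00639, chosen after seeing the data). Thbs1 with the Gata6 label passed it with TMM (0.50, adjusted p = 0.0385) or median-ratio scaling (0.0437), library size alone (0.0341), wild-type AdCre as the control (0.00449), and, chosen after seeing the data, voom (0.0427) or without both libraries (0.0296). In wild-type AdCre Thbs1 passed it by library size alone (-0.33, adjusted p = 0.0366) and without both libraries (-0.20, adjusted p = 0.0466, chosen after seeing the data).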

The expression levels of selected upregulated genes detected in the RNA-sequencing are shown in Fig. 5c. 1746 genes were downregulated in *Gata4/6* double-deleted fibroblasts compared to control cells and mainly belonged to the GO clusters virus response or interferon-beta response, for example *Cxcl10*, *Stat1*, and *Irf7* (Suppl. Figure 4b). 

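In libraries labelled Gata4/6 deletion, all 48 interferon-stimulated genes tested were lower than in the control. Irf7, which encodes a transcription factor of the interferon response (ENSMUSG00000025498, chromosome 7 of GRCm38, 141262706 to 141266481), fell from 221 ± 61.3 CPM to 10.5 ± 2.53 CPM (SD, n = 3 each), a log2 fold change of -4.38 (standard error 0.24, adjusted p = 1.1e-09). The chemokine gene Cxcl10 (ENSMUSG00000034855, chromosome 5 of GRCm38, 92346638 to 92348889) fell from 3.55 ± 0.577 CPM to 0.766 ± 0.0303 CPM, a log2 fold change of -2.15 (standard error 0.21, adjusted p = 6.1e-07). Both genes were chosen by the study on these samples. The list of interferon-stimulated genes, fixed before the data were examined, had 48 lower and none higher (48 and 0 when adjusted over the list alone). For interferon-stimulated genes, the median log2 fold change was -2.19 (camera adjusted p = 3.8e-35, and 0.0966 with an estimated correlation). The list of these genes includes Ifit3, whose paralog Ifit3b may share its reads (92.4 ± 13.5 CPM against 744 ± 48.8 CPM), and the antiviral gene Oas2 (-3.28). Genes of antigen processing fell in 13 of 14, with the MHC class I gene H2-K1 at 157 ± 22.3 CPM against 563 ± 115 CPM and the peptide transporter gene Tap1 at -1.83, and none rose (13 and 0 when adjusted over the list alone). For antigen processing, the median log2 fold change was -1.35 (camera adjusted p = 7.9e-11, and 0.0999 with an estimated correlation). Of 24 genes of cholesterol biosynthesis, 22 fell, among them Insig1 (-1.34) and the squalene synthase gene Fdft1 (-1.15), and none rose (23 and 0 when adjusted over the list alone). For cholesterol biosynthesis, the median log2 fold change was -0.75 (camera adjusted p = 4.9e-12, and 0.169 with an estimated correlation). Per library, the mean log2 value of the interferon-stimulated genes relative to the control mean was -2.46 to -1.89 with the Gata4/6 label, -0.26 to -0.07 with the Gata4 label, -1.31 to -0.57 with the Gata6 label and -1.02 to -0.78 in wild-type AdCre. Of the 48 genes, 14 were lower and 3 higher with the Gata4 label (13 and 3 when adjusted over the list alone). For interferon-stimulated genes with the Gata4 label, the median log2 fold change was -0.22 (camera adjusted p = 0.0838, and 0.833 with an estimated correlation). With the Gata4 label this list was called without Gata4fl AdCre replicate 2 (-0.23, camera adjusted p = 0.0337), and turned against wild-type AdCre (0.58, adjusted p = 2.6e-05). With wild-type AdCre as the control of the Gata4/6 label, the median of the list was -1.14 and Cxcl10 and Irf7 had the same direction, while H2-K1 (0.19) turned and antigen processing was no longer called (median -0.41, camera adjusted p = 0.114).

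**Figure D2:**
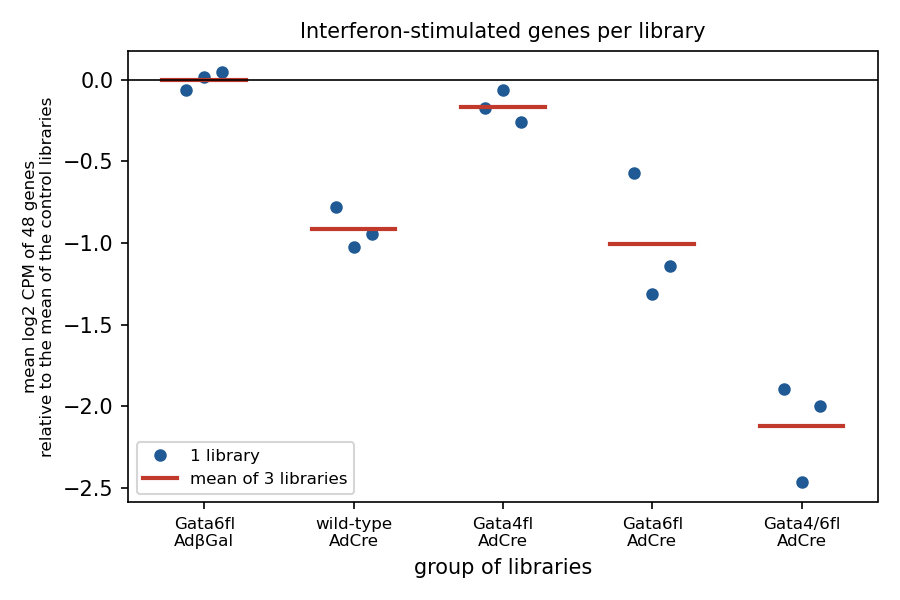
Mean log2 CPM of the 48 interferon-stimulated genes in each library relative to the mean of the 3 control libraries, by group. Points are libraries and bars the mean of 3 libraries; the 3 libraries labelled Gata4/6 deletion lie between -2.46 and -1.89, those labelled Gata4 deletion between -0.26 and -0.07.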

Visualization of the gene clusters in a GO network shows the cluster inter-relation based on similarity (Fig. 5d), where the gene set annotated in the “blood vessel development” cluster (medium blue) shows high similarity (indicated by the number of connecting edges) with the gene sets of the clusters “positive regulation of cell migration” (left, purple) and “tissue morphogenesis” (right, lighter blue).

**Fig. 5:**
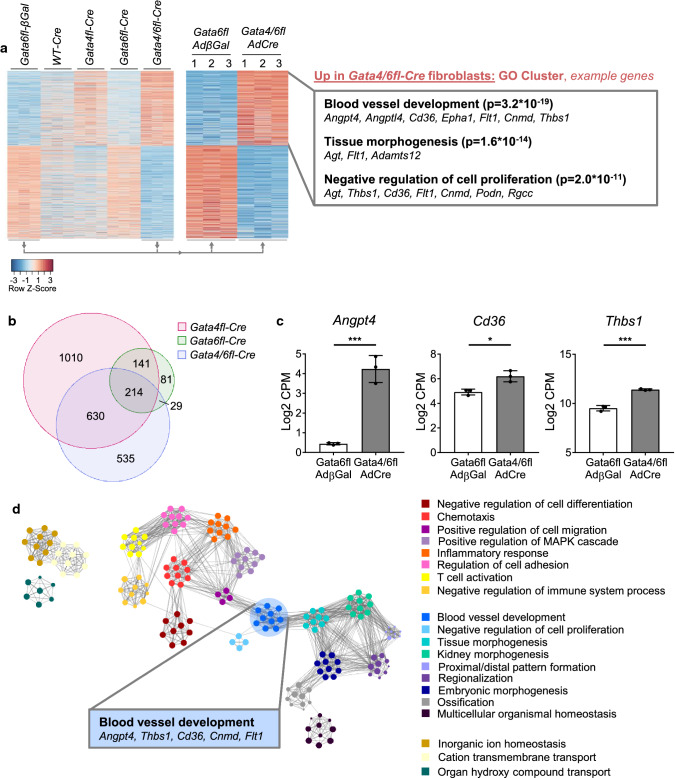
Transcriptome analysis of isolated cardiac fibroblasts showing an upregulation of anti-angiogenic genes in cells with *Gata4*/*Gata6* deletion compared to control cells. **a** Heatmap of differentially regulated genes showing all analyzed groups (left panel) and direct comparison of *Gata6fl-βGal* (control) vs. *Gata4/6fl-Cre* (right panel) isolated cardiac fibroblast samples (*n* = 3 in each group). Gene ontology (GO, biological process) classification and selected example genes are demonstrated on the right. Bioinformatic analysis of RNA-Seq data is described in the “Materials and methods” section. **b** Venn diagram of significantly upregulated genes in fibroblasts with *Gata4*, *Gata6*, and *Gata4/6* deletion compared to *Gata6fl-βGal* control samples. **c** RNA expression level of selected anti-angiogenic genes from RNA-sequencing. **d** Visualization of the top 20 GO BP clusters and relationships as a network plot. Each node represents an enriched term and is colored depending on its cluster ID, the cluster ID legend is shown on the right. Terms with a similarity > 0.3 are connected by edges. Data are shown as mean ± SD. Student’s *t* test was used for comparison of two groups. *p < 0.05, ***p < 0.001

We subsequently focused on the upregulated genes annotated in blood vessel development and selected genes with a functional annotation in negative regulation of angiogenesis. Ranking of the 11 genes annotated in this functional class identified *Angpt4* and *Thbs1* as the two candidates meeting the following two selection criteria: highly different expression levels compared to control samples and high total expression levels in the *Gata4/6* double-deletion samples. 

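Among the 11 genes the paper names as upregulated in Fig. 5a, Angpt4 had the largest log2 fold change with the Gata4/6 deletion label, ahead of Cnmd, Rgcc and Thbs1. By level in these libraries Thbs1, which encodes a secreted matrix glycoprotein, ranked first, ahead of the proteoglycan gene Podn (173 ± 31.1 CPM, SD, n = 3), Cd36, Adamts12 and Angptl4, an angiopoietin-like gene (42.2 ± 3.77 CPM). Angpt4, at 438 to 1052 reads per library against 47 to 55 in the control, ranked behind these and Flt1 and ahead of Agt, Rgcc (8.40 ± 0.0987 CPM), Cnmd and Epha1 (1.30 ± 0.641 CPM). Whether the 11 genes ranked in the paper are the 11 named in Fig. 5a is not stated in the paper's text. From the difference to control and the total expression level in the double-deletion samples, the paper reasons that Angpt4 and Thbs1 are the candidates among these genes.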

The encoded proteins angiopoietin-4 (ANGPT4) and thrombospondin-1 (THBS1) are characterized as secreted factors, which enables anti-angiogenic effects without direct contact of the producing fibroblasts to the targeted endothelial cells, similar to the effect we observed in the co-culture system upon *Gata4/6* deletion in fibroblasts. 

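Cd36 (ENSMUSG00000002944) rose from 30.5 ± 4.75 CPM (SD, n = 3) to 75.9 ± 23.5 CPM with the Gata4/6 deletion label, and was at 49.5 ± 8.22 CPM with the Gata4 deletion label and 41.4 ± 1.32 CPM with the Gata6 deletion label. From the log2 fold changes, this is an increase of 143% with the Gata4/6 label, 62.1% with the Gata4 label and 37.0% with the Gata6 label. The log2 fold change was 0.70 (standard error 0.18, adjusted p = 0.00521) with the Gata4 label and 0.45 (standard error 0.18, adjusted p = 0.231) with the Gata6 label. In wild-type fibroblasts with AdCre, Cd36 was at 59.7 ± 5.18 CPM, 97.1% above the control (log2 fold change 0.98, adjusted p = 0.00024). The Gata4/6 label exceeded the Gata4 label by a log2 fold change of 0.58 (adjusted p = 0.0198) and the Gata6 label by 0.83 (adjusted p = 0.00239); the former did not pass the test without Gata4/6fl AdCre replicate 1 (0.36, adjusted p = 0.122) or 3 (0.59, adjusted p = 0.0501) or without Gata4fl AdCre replicate 3 (0.44, adjusted p = 0.0949). Against wild-type AdCre, the log2 fold change was 0.30 (adjusted p = 0.177) with the Gata4/6 label, -0.28 with the Gata4 label and -0.53 with the Gata6 label.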

Interestingly, the gene encoding the THBS1 receptor platelet glycoprotein 4 (*Cd36*) was also significantly upregulated in fibroblasts upon *Gata4/6* double-deletion, while single deletion of *Gata4* or *Gata6* caused lower changes in the expression level (upregulation *Gata4/6*-deletion 149%, *Gata4*-deletion 62%, *Gata6*-deletion 36% vs. control). Although CD36 mediates a variety of ligand and cell-type specific effects, a mechanistic link how elevated *Cd36* RNA expression level in fibroblasts might exert an anti-angiogenic effect on cardiac endothelial cells is so far undescribed. It is, however, well known that components of the extracellular matrix serve as ligands for the CD36 receptor [40].

### Deposition of the main extracellular matrix components is not affected by deletion of *Gata4* and *Gata6* in cardiac fibroblasts

Following cardiac injury, activated cardiac fibroblasts are the main contributors to the deposition of extracellular matrix (ECM), which increases cardiac stiffness and thereby reduces the systolic and diastolic function of the heart. Although overall quantification of collagen deposition did not reveal quantitative differences in Sirius-red stained hearts of *Gata4/6fl-Per-Cre* and control mice after TAC, we sought to identify potential changes in the extracellular matrix composition that might affect cardiac function. Therefore, we isolated the extracellular matrix from whole hearts of *Gata4/6fl-Per-Cre* and *Gata4/6fl* control mice after short-term pressure overload and analyzed the proteins deposited in the extracellular matrix by mass spectrometry (Fig. 6a). Analysis of the primary components showed an overall similar composition of extracellular matrix proteins in mice with *Gata4/6* double deletion and controls (Fig. 6b). Further exploration of the main ECM proteins displayed no major difference in protein abundancies, especially for collagens, glycoproteins, and proteoglycans (Fig. 6d and Suppl. Table 3). We found only 28 proteins with significantly different levels in the ECM of *Gata4/6* double deletion and control hearts (Fig. 6c and Suppl. Table 4). Among them, the protein levels of the THBS1 receptor CD36 were the most significantly changed with no detectable deposition in control ECM and a mean of 2.3 normalized counts in the ECM of *Gata4/6fl-Per-Cre* hearts (Fig. 6c, e). CD36 is a transmembrane glycoprotein that can be secreted from cells, and that is expressed in various cell types, including (cardiac) fibroblasts, endothelial cells and macrophages [6, 14, 31, 46]. It functions to facilitate cellular long-chain fatty acid uptake, but also mediates anti-angiogenic signaling [10, 18]. Beside the marked change in CD36 abundance, the overall result of the ECM analysis did not indicate major changes in the ECM composition between *Gata4/6fl-Per-Cre* and control mice that would directly affect cardiac function. Therefore, we concluded that the reduced cardiac capillarization of *Gata4/6fl-Per-Cre* mice in response to pressure overload constitutes the key mechanism causing the deteriorated cardiac function compared to control animals.

**Fig. 6:**
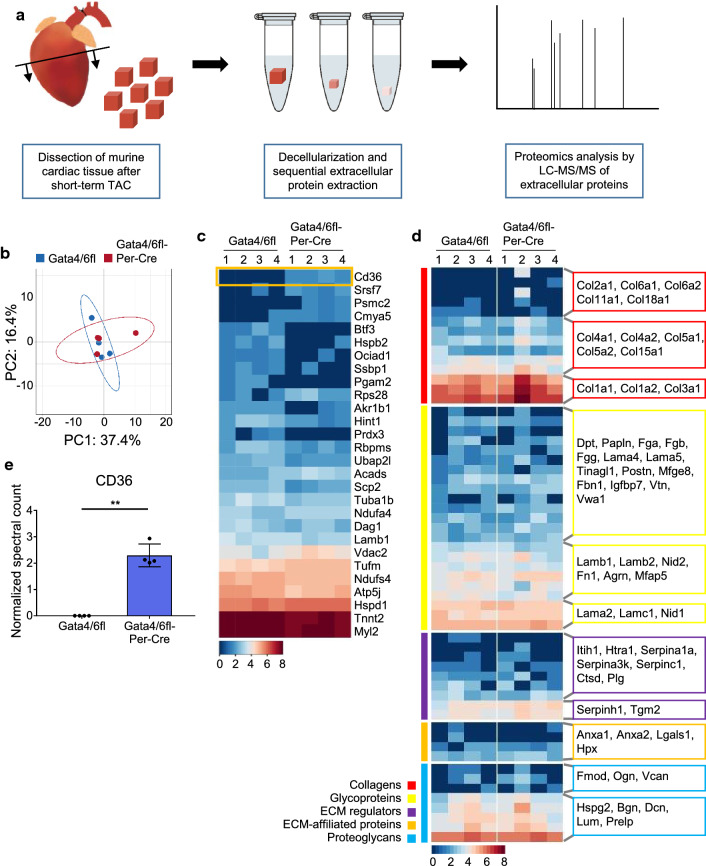
Proteomic profiling of the extracellular matrix (ECM) from whole hearts of *Gata4/6fl* and *Gata4/6fl-Per-Cre* mice shows significantly higher level of the anti-angiogenic glycoprotein CD36 in mice with fibroblast-specific downregulation of *Gata4* and *Gata6.* **a** Schematic overview of sample preparation for proteomic analysis of extracellular matrix components. **b** PCA plot of detected extracellular matrix proteins from hearts of *Gata4/6fl* and *Gata4/6fl-Per-Cre* mice. **c**, **d** Heat map of all significantly different protein levels (**c**) and of important ECM components shown in color-coded clusters (**d**) in the cardiac ECM of *Gata4/6fl* and *Gata4/6fl-Per-Cre* mice. Detected proteins are indicated by encoding gene names. Normalized spectral counts are shown as log2 protein levels, blue color coding represents lower protein abundance, whereas red represents high protein levels. The anti-angiogenic glycoprotein CD36 was detected as the most significantly upregulated ECM protein in *Gata4/6fl-Per-Cre* mice compared to controls (highlighted with an orange box in **c**). **e** Normalized counts of CD36 from the ECM proteomic analysis. Data are shown as mean ± SD. Unpaired *t* test with Welch’s correction was used for comparison of two groups in **e**. **p < 0.01

### Increased secretion of angiogenic inhibitors ANGPT4 and THBS1 from *Gata4/6*-deleted cardiac fibroblasts mediates reduced angiogenesis

To directly investigate the effects of secreted ANGPT4 or THBS1 on endothelial angiogenic function, we treated HUVECs with recombinant proteins. As expected, we observed reduced migration and tube formation in ANGPT4 or THBS1 treated cells compared to controls (Fig. 7a–d). To prove the relevance of the anti-angiogenic effect at endogenous protein concentrations, we again conducted co-culture experiments with siRNA transfected cardiac fibroblasts and HUVECs. As described before, *Gata4* and *Gata6* were simultaneously downregulated in cardiac fibroblasts, which caused significantly increased mRNA expression of *Angpt4* and *Thbs1* in cardiac fibroblasts, while expression levels of the angiogenic factor *Vegfa* that was previously described as target gene of *Gata4* in cardiomyocytes, was not significantly changed (Fig. 7e) [12]. Downregulation of *Gata4* and *Gata6* resulted in significantly reduced cell migration and tube formation of co-cultured HUVECs (Fig. 7f–i). Additional deletion of *Angpt4* in cardiac fibroblasts restored endothelial migration and tube formation almost to the level of control samples (Fig. 7f–i). Interestingly, siRNA mediated downregulation of *Cd36* in cardiac fibroblasts with *Gata4/6* double deletion also significantly improved the angiogenic response in co-cultured HUVECs (Fig. 7f–i). Taken together, these results point towards a novel signaling mechanism in the angiogenic response during pressure overload induced cardiac remodeling that involves not only intercellular crosstalk via secretion of angiogenesis-modulating ligands, but also extracellular deposition of signaling receptors that could modify the local ligand-availability.

**Fig. 7:**
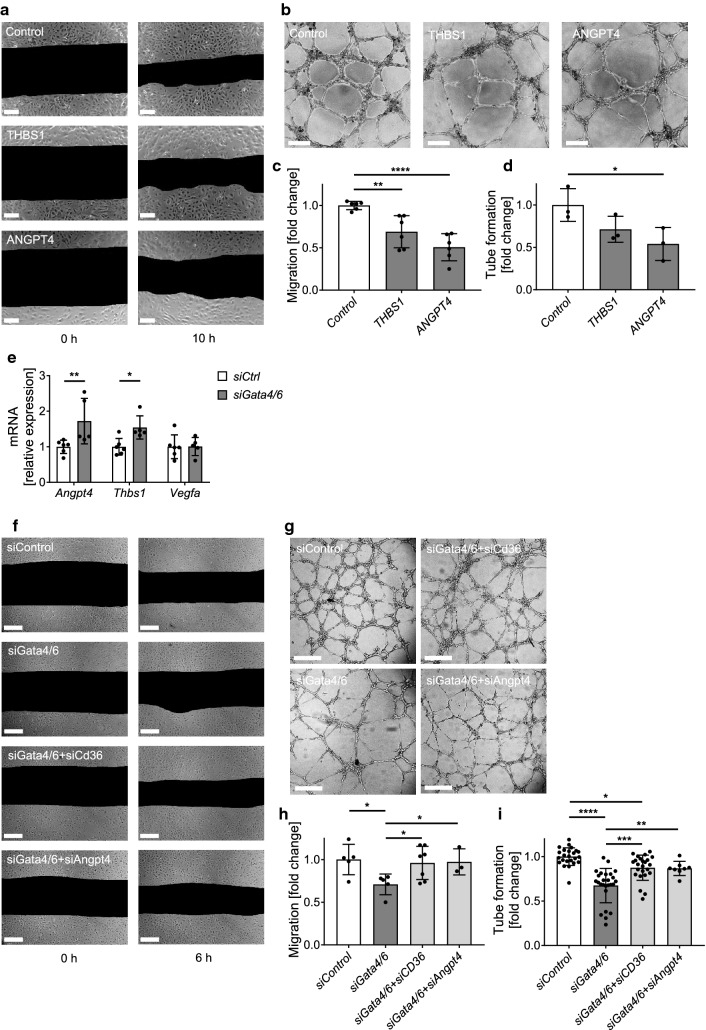
Anti-angiogenic effects of *Gata4* and *Gata6* downregulation in fibroblasts are mediated via CD36, thrombospondin-1 (THBS1) and angiopoietin-4 (ANGPT4). **a**, **c** Representative images of endothelial cell migration (**a**) and quantification (**c**) from scratch assays of HUVECs cultured in control medium (control) or in medium supplemented with recombinant THBS1 or ANGPT4 protein as indicated. Pictures were taken directly after scratch (0 h) and 10 h later. **b**, **d** Representative images showing the tube formation (**b**) and quantification of closed tubes (**d**) formed by HUVEC cultured on a 3D matrigel matrix. Images were taken after 8 h incubation in control medium (control) or medium supplemented with recombinant THBS1 or ANGPT4 protein. **e** Quantitative real-time-PCR of *Angpt4*, *Thbs1*, and *Vegfa* in fibroblasts after siRNA mediated downregulation of *Gata4* and *Gata6*. RNA expression levels are normalized to *Gapdh*. **f**, **h** Representative images of endothelial cell migration (**f**) and quantification (**h**) from scratch assay of HUVECs in co-culture with fibroblasts. *Gata4/6*, *Cd36* or *Angpt4* were downregulated in fibroblasts by siRNA as indicated. Pictures were taken directly after scratch (0 h) and 6 h later. **g**, **i** Representative images showing the tube formation (**g**) and quantification of closed tubes (**i**) of HUVEC/Fibroblast co-cultures on a 3D matrigel matrix. Images for quantification of tube formation were taken after 8 h of co-culture. Scale bar (**a**, **b**, **e,** and **f**) 200 µm. Data are shown as mean ± SD. One-way ANOVA with Tukey’s multiple-comparisons test (**c**, **d**, **h** and **i**) or student’s *t* test (**e**) was used to test for statistical significance. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

## Discussion

In this study, we analyzed the role of the transcription factors GATA-4 and GATA-6 in cardiac fibroblasts during pressure overload induced cardiac remodeling. While single deletion of *Gata4* or *Gata6* in activated cardiac fibroblasts did not exert any phenotypic effect on cardiac function, we found a more decreased systolic function and signs of aggravated heart failure in mice with combined deletion of *Gata4* and *Gata6* in heart fibroblasts. Histological analysis revealed an impaired angiogenic response in the hearts of mice lacking *Gata4* and *Gata6* in cardiac fibroblasts. These results support the in vivo relevance of intercellular signaling mechanisms upon cardiac injury. Previous investigations on the role of GATA factors have found that single deletions of *Gata4* or *Gata6* can be partially or completely compensated by each other in several tissues and disease states [3, 38, 44, 47]. In line with these results, single deletion of *Gata4* in activated cardiac fibroblasts in our study had no detectable effect on the structural composition and function of the heart and single deletion of *Gata6* even caused an increased capillary density after pressure overload. While the increased angiogenic response in *Gata6* single deleted mice had no protective impact on the cardiac function, it might be a consequence of compensatory increase in GATA-4 signaling, again suggesting a functional redundancy of GATA-4 and GATA-6 in cardiac fibroblasts.

While especially GATA-4 has been extensively investigated in cardiomyocytes, where it acts as a central regulator during cardiac development, maladaptive hypertrophy and even provides regenerative properties, the fibroblast-specific functions of GATA-4 and GATA-6 are to our knowledge largely unknown [9, 25, 28, 30]. We found that among the GATA family of transcription factors, *Gata4* and *Gata6* show by far the highest RNA expression level in fibroblasts from adult mouse hearts and cardiac fibroblasts express at least equal, or even significantly higher levels of *Gata4* and *Gata6* compared to cardiomyocytes or cardiac endothelial cells. These findings confirm previous work, which had demonstrated that GATA-4 and GATA-6 are enriched in cardiac fibroblasts versus whole heart tissue, while they are not at all expressed in skin fibroblasts [8]. In fact, *Gata4* and *Gata6* together with *Tbx20* and *Hand2* were proposed to be part of a cardiogenic gene program in these cells. Although this suggested a heart specific role of this gene program in fibroblasts, its function in the myocardial stress response remained unknown.

Considering the major contribution of activated fibroblasts to the deposition of extracellular matrix components after pressure overload, we first investigated TAC induced fibrosis. While previous studies had shown that ablation of *Postn*-expressing cells prevented fibrosis and preserved the heart function after myocardial infarction or pharmacological stress, we did not observe any change in the total extent or the composition of cardiac connective tissue in hearts with double deletion of *Gata4/6* in activated fibroblasts compared to controls [19]. These results raised the question about additional, so far unknown functions of activated cardiac fibroblasts that could directly affect cardiac function during pathological overload. To enable continuous, heavy mechanical work, the heart strongly depends on oxidative metabolism and sustained energy supply that requires a dense network of blood vessels in close proximity to the working cardiomyocytes. While it is well established that hypertrophying cardiomyocytes stimulate capillary growth, at least in part via increased HIF-1α and GATA-4 dependent signaling, an intercellular crosstalk between fibroblasts and myocardial endothelial cells is less investigated [12]. In this study, we show that *Gata4/6* expression in cardiac fibroblasts promotes myocardial angiogenesis and thereby helps to maintain cardiac systolic function. Although we did not formally demonstrate a causal relation here, previous work had shown that reduction of cardiac angiogenesis impairs systolic heart function, while increased angiogenesis mediates the opposite [12, 17, 33, 36].

We identified two signaling pathways that mediate anti-angiogenic signaling from cardiac fibroblasts to endothelial cells upon reduction of fibroblast GATA-4/-6 levels: first, we found a dramatic increase in mRNA expression levels of *Angpt4* (angiopoietin-4) in cardiac fibroblasts upon *Gata4/6* deletion. While previous studies reported both, pro or anti-angiogenic functions of angiopoietin-4 depending on dose and study design, we show here that recombinant angiopoietin-4 clearly inhibits endothelial cell migration and tube formation and that siRNA mediated antagonism of the increased *Angpt4* RNA levels in cardiac fibroblasts restored angiogenic function in co-cultured HUVECs [22, 29]. Second, the *Thbs1* RNA levels as well as the expression of its receptor *Cd36* were upregulated in *Gata4/6*-depleted cardiac fibroblasts. While the glycoprotein thrombospondin-1 is well established as an anti-angiogenic secreted factor especially from activated platelets, the influence of increased *Cd36* expression levels in cardiac fibroblasts on neighboring endothelial cells remains somewhat unclear. Although we reproducibly found that counteractive downregulation of *Cd36* in fibroblasts with lack of *Gata4* and *Gata6* prevented the anti-angiogenic intercellular effect, further research will be needed to fully understand the underlying mechanisms. Because we detected strongly elevated CD36 deposition in the extracellular matrix of *Gata4/6fl-Per-Cre* mice, one might speculate that it serves as scaffold protein to increase local thrombospondin levels. A recent study from Vidal et al. found a similar anti-angiogenic gene set in single-nuclei sequencing from aged cardiac fibroblasts, which among other factors, also described the glycoprotein CD36 as one of the receptors mediating intercellular fibroblast endothelial crosstalk [45]. Besides the capability to mediate anti-angiogenic properties upon thrombospondin binding, one of the first identified functions of CD36 was the strong interaction with collagen [40]. Another possible function might, therefore, be that CD36 on the surface of fibroblasts is activated by collagen to induce a paracrine gene-program, which in turn inhibits capillary growth. Indeed, *Cd36* expressing fibroblasts counteract breast cancer cell growth in an organoid co-culture model by triggering the expression and release of unknown paracrine factors by fibroblasts [4]. However, as an in depth investigation of CD36 in cardiac fibroblasts exceeded the scope of this study, further work will be necessary to explore the mechanism of CD36 dependent effects in cardiac fibroblasts.

In this study, we focused on the transcription factors GATA-4 and GATA-6 to elucidate the role of the cardiac gene program in myocardial fibroblasts during pathological overload. Because compound deletion of *Gata4* and *Gata6* in cardiac fibroblasts reduced the adaptive angiogenic response during pressure overload and entailed cardiac dysfunction, we suggest that the cardiac gene-program in fibroblasts acts to maintain a myocardium specific interstitial milieu and high capillarization of the heart. The fibroblast-endothelial interface might therefore play a crucial role in the cardiac stress response and heart failure development and will require further research to enable targeted therapies in the future.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

Supplementary file5

## Data Availability

All data and material supporting the findings of this study are available from the corresponding author on request. RNA-seq data are available at Gene Expression Omnibus GSE155358.

# Supplementary material for: Fibroblast GATA-4 and GATA-6 promote myocardial adaptation to pressure overload by enhancing cardiac angiogenesis
**Source:** Basic Res Cardiol. 2021 Apr 19;116(1):26. doi: 10.1007/s00395-021-00862-y
**Supplement:** Supplementary file 1 — Supplementary file1

| **Suppl. Table 1** Primer sequences used for qRT-PCR | | |  |
| --- | --- | --- | --- |
|  |  |  |  |
| **Gene** | **Species** | **forward primer (5'-3')** | **reverse primer (5'-3' on opposite strand)** |
| *Atp2a2* | Mouse | ACGTGCCTGGTGGAGAAGATGAAT | ATCTTGCTCATGGATGTCCGGCTT |
| *Col3a1* | Mouse | ATAAGCCCTGATGGTTCTCG | ATGCATGTTTCCCCAGTTTC |
| *Col11a1* | Mouse | AGAATTTCATCGTGGCCAAA | AGAGGCAGTCAGGAGCTTCA |
| *Gapdh* | Mouse | ACCCAGAAGACTGTGGATGG | CACATTGGGGGTAGGAACAC |
| *Gata1* | Mouse | ACTGTGGAGCAACGGCTACT | TCCGCCAGAGTGTTGTAGTG |
| *Gata2* | Mouse | TGCATGCAAGAGAAGTCACC | AGACTGGAGGAAGGGTGGAT |
| *Gata3* | Mouse | GTCATCCCTGAGCCACATCT | AGGGCTCTGCCTCTCTAACC |
| *Gata4* | Mouse | CTACCTGTGCAATGCCTGTG | GGTGGTGGTAGTCTGGCAGT |
| *Gata5* | Mouse | CGGCACCGGACACTATCTAT | CAGTATGGCAGTTGGAGCAG |
| *Gata6* | Mouse | AGTTTTCCGGCAGAGCAGTA | AGTCAAGGCCATCCACTGTC |
| *Myh6* | Mouse | ACTGTGGTGCCTCGTTCC | GCCTCTAGGCGTTCCTTCTC |
| *Myh7* | Mouse | AGGCAAGGCAAAGAAAGGCTCATC | GCGTGGAGCGCAAGTTTGTCATAA |
| *Nppb* | Mouse | CTCAAGCTGCTTTGGGCACAAGAT | AGCCAGGAGGTCTTCCTACAACAA |
| *Pdgfra* | Mouse | CTGCCAGACATTGACCCTGT | GAACCTGTCTCGATGGCACT |
| *Pecam1* | Mouse | TCCGGGAAGTACAAATGCACA | CGCCTTCTGTCACCTCCTTT |
| *Rcan1* | Mouse | GCTTGACTGAGGAGCGAGTC | CCACACAAGCAATCAGGGAGC |
| *Rpl7* | Mouse | TGGAACCATGGAGGCTGT | TCTCAGTGCGGTACATCTGC |
| *Tnnt2* | Mouse | CCTGGAGGCTGAGAAGTTCG | TTGGCCTTCCCACGAGTTTT |
| *Angpt4* | Rat | GACAGCAGCATCTCAGCAAG | GCGGATGCCATTGATCTTAT |
| *Gapdh* | Rat | ACCACCATGGAGAAGGCTGG | CTCAGTGTAGCCCAGGATGC |
| *Gata4* | Rat | TCAAACCAGAAAACGGAAGC | CTGCTGTGCCCATAGTGAGA |
| *Gata6* | Rat | CTTCTCCTCCCACACAGTCG | GTCGCACCGAGGATGTAACT |
| *Thbs1* | Rat | GCGGTAGACTAGGCCTGTTC | ATGCAAGAAGAGAGGCAGGG |
| *Vegfa* | Rat | CAAGATCCGCAGACGTGTAA | TCTAGTTCCCGAAACCCTGA |

How the deposited data were processed for this re-analysis (not part of the article)

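RNA of cultured mouse cardiac fibroblasts was sequenced in 15 libraries of 5 groups, 3 libraries each: Gata6fl with AdβGal (control), Gata4/6fl, Gata4fl and Gata6fl with AdCre, and wild-type with AdCre. Groups were taken from the sample labels. The authors trimmed the reads with Trim Galore, aligned them with STAR to mm10, counted them per gene with featureCounts and computed log2 CPM scaled to the 50th percentile with edgeR; the versions of these tools are not stated. The deposited table holds 25725 genes with these log2 CPM and the authors' p-values and fold changes. The score per gene in the table is the F statistic of 1 test over the 4 comparisons together, computed by the authors, and the p-values are those of this test. The table holds no counts, so that the plan for log2 values was followed in place of that for counts.

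Whole reads per gene were recovered from the log2 CPM by inverting the prior count of 0.25 scaled to library size. They were whole numbers within 0.01. The lowest recovered count was 1 in every library. It was taken as a count of 1 added to every gene and subtracted from all, and the read numbers and the filter rest on this assumption. The number of reads per library is given with the groups in the passage on sequencing. The filter kept genes with more than 5 reads in at least 2 libraries, 21518 genes; the deposited table also holds genes whose second-highest library has 2 reads. The deposited log2 CPM of these genes were fitted in limma 3.58.1 (R 4.3.3) with all 5 groups in 1 model and a mean-variance trend. Genes with a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2 were counted as DE; single genes and members of lists are described as changed at an adjusted p under 0.05. In simulated data with 50 changed genes per fold, an adjusted p under 0.05 was reached by 37 of 50 genes at a fold of 2 and by 49 of 50 at a fold of 3 for the Gata4/6 comparison, with 6 of the unchanged genes, and by 42 and 48 of 50 for the Gata6 comparison, with 8 of the unchanged genes.

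The genes named per comparison are the 10 with the largest increase and the 10 with the largest decrease among DE genes whose 3 libraries of one group all lie above or below those of the other and whose mean CPM is at least 5, without predicted genes and pseudogenes; every gene the paper names in its RNA sequencing results; Vegfa, Tbx20, Hand2, Pdgfra, Tnnt2, Pecam1 and Postn; and up to 4 genes of each list with the smallest p. The text gives a selection of these. The 33 gene lists were written from general knowledge before the data were examined, except that genes the paper names were chosen by the study on these samples. Not every list is reported. Lists were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry, adjusted over the lists within a comparison, and members were also adjusted over the list alone.

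The comparisons, thresholds, the rule for named genes and most alternatives were likewise set before the data were examined. Alternatives were other scalings (TMM, median ratio, library size), other filters, other thresholds, a pseudocount on the CPM scale, only the 2 groups compared, the replicate number as a block, each library left out in turn and wild-type AdCre as the control. Alternatives chosen after seeing the data were voom on recovered reads, the authors' p-values, genes without X, Y and pseudogenes, calls against both control groups, and leaving out both libraries that stand apart. The proteome, the pressure overload experiments, the siRNA experiments and the enrichment of gene ontology terms were not analysed here, as the table holds no values for them.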

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

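The tests on the targeted genes, the reading of the test on genome windows, and the test of the virus in Gata4fl AdCre on the interferon-stimulated genes were chosen after the result was seen; the other tests below were planned.

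Differences between the groups drew attention to 6 results. The log2 fold change with the Gata4/6 label departed from the sum of those with the Gata4 and Gata6 labels in 2544 genes (1089 above, 1455 below, limma interaction term, fold of at least 2). The control received another virus than the 3 deletion groups, so that an effect of AdCre shared by these groups also enters this term. Only the Gata6fl line has an AdβGal control, so that differences between the mouse lines enter it too. An effect of both deletions cannot be told apart from these. Cxcl10, which encodes a chemokine, was lower with the Gata4/6 label than with the Gata4 label by a log2 fold change of -3.76, and the interferon-stimulated genes by a median of -1.63. The interaction was -1.10 for Vegfa, 2.26 for Angptl4 and -1.56 for Flt1.

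Comparisons for which the paper gives no counts gave 3 results. Wild-type AdCre, which the paper names as an additional control, differed from the control in 4545 DE genes, and the Gata4/6 label from wild-type AdCre in 4451. A filter for a distance of 8-fold in CPM between every AdβGal and every AdCre library returned 9 genes, but any read passes it where the other side has 0 reads. With values under 3 reads raised to 3 reads (chosen after seeing the data), 6 genes remained: Prm1, higher with AdβGal, and Ighv1-62, Ighv1-53, Ighv1-74, Ighv1-72 and Ighv1-55, higher with AdCre. The other 3, Ighv1-59, Gm24826 and Gm24949, had 0 reads in the control and as few as 6, 1 and 1 in an AdCre library. The Ighv1 genes are paralogs among which reads can be shared. Deletion of Gata6 is not needed for this pattern, as Ighv1-62 had 455 to 2412 reads in Gata4fl AdCre and 496 to 794 in wild-type AdCre, which carry no floxed Gata6, against 0 in the control. The same filter and floor, with another group set apart in place of the control, returned 25 genes for wild-type AdCre and 6 for Gata4fl AdCre. It returned 3 for Gata4/6fl AdCre and 0 for Gata6fl AdCre. A count of 6 thus also arose for Gata4fl AdCre, which differs from the other groups in genotype and not in virus from the other AdCre groups. The control shares its genotype with Gata6fl AdCre, so that genotype does not set it apart from all AdCre libraries. Virus and any other difference of the control group cannot be told apart.

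Counts of Gata4 and Gata6 over the whole gene were not lower with the deletion labels. Loss of the deleted exons alone would change the log2 counts by -0.17 for Gata4, where -0.01 was found with the Gata4 label, and by -0.64 for Gata6, where 0.59 was found with the Gata6 label. Loss of exons from an unchanged transcript can only lower the counts, so that it is argued against as the whole account where they rose. Gata6 rose by 0.59 (standard error 0.11) with the Gata6 label. With the Gata4/6 label, of another mouse line than the control, Gata4 rose by 0.58 and Gata6 by 0.65. Whether the exons were lost stays open. For Gata4 with the Gata4 label, reads of the remaining exons and a changed transcript level cannot be told apart without counts per exon. An exchange of deletion and control libraries cannot be told apart either: Gata4 was higher with the Gata4/6 label by 6.38 standard errors and by -0.07 with the Gata4 label. The paper's other measures run the other way, in other cells: protein of both factors was reduced on the Western blots of Fig. 2, and siRNA lowered them in rat fibroblasts (Fig. 4), which does not settle it for these libraries; no measure for the AdCre cells was found in the paper's text. Other measures run as the labels say: siRNA against both factors raised Angpt4 and Thbs1 in rat fibroblasts (Fig. 7e), and CD36 protein was higher in the matrix of Gata4/6fl-Per-Cre hearts (Fig. 6e).

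For the genes called with the Gata4/6 label, virus alone is argued against as the whole cause. Their signed median was 1.59 with the Gata4/6 label. It was 0.28 in Gata6fl AdCre and 0.78 in wild-type AdCre, which both received the same virus. The genes and their signs were chosen by the Gata4/6 comparison, which favours a larger value there. Between the Gata4/6 and Gata6 labels, which share the virus, 2176 genes were DE. A part due to the virus stays open. Sex cannot be told apart as a cause. Of the calls, 7.47% lie on X and Y, against 5.14% of the genes tested. This share is under the bound set before, but it does not bear on the calls on other chromosomes. Blocks of the genome that differ between the mouse lines cannot be told apart: the variance over mean of calls per 10-Mb window was 1.80, below the highest of 1000 permutations (1.88). The bound set before, the range of the permutations, was too wide to exclude them, since 2 of 1000 permutations reached this value, and 19 of 1000 reached the 1.65 found without Ighv genes. The ratio was 4.22 (reached by 0 of 1000) for the Gata6 label, whose libraries are of the same line as the control, and 1.21 (reached by 911 of 1000) for wild-type AdCre, of another line, which goes against reading such a ratio as a difference between lines. Deletion of both factors stays open as the biological explanation.

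For the interferon-stimulated genes with the Gata4/6 label, 1 control library that stands apart is argued against, since the median was -2.11 without control replicate 2, against -2.19 with it. Fewer leukocytes are argued against, as the macrophage and leukocyte markers had a median of 0.78. Virus is argued against as the whole cause: in Gata4fl AdCre, which received the same virus, the median was -0.22. For part of the decrease virus alone cannot be told apart, since genotype differs between the AdCre groups: in Gata6fl AdCre the median was -1.0, 45.6% of that with the Gata4/6 label. The remaining part may reflect the deletion of both factors, a hypothesis found on the same data.

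Among the 10 ways to split the 6 libraries of a comparison, 1 gave as many DE genes as the real groups in each comparison, the real one; 10 splits are too few for a share under 0.05. The real count and the highest other were 2757 and 0 (Gata4/6 label against the control), 3320 and 2 (Gata4), 257 and 7 (Gata6), 4545 and 0 (wild-type AdCre), 2333 and 1 (Gata4/6 against Gata4) and 2176 and 0 (Gata4/6 against Gata6).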

How the results depend on the processing

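Under alternatives, 106 of 133 counts of DE genes stayed within 1.5 times the reported count, and 792 of 881 list results and 3258 of 3324 gene results kept direction and side of the threshold. Of list results 79 became weaker, 4 stronger and 6 reversed; of gene results 25, 15 and 26. The cause was not tested unless named. DE genes in the order Gata4/6, Gata4, Gata6 and wild-type AdCre against the control, then Gata4/6 against Gata4 and against Gata6: with log2(CPM + 0.25) 1794, 2192, 194, 3080, 1418 and 1390; with log2(CPM + 1) 1041, 1285, 98, 1968, 864 and 727, where the constant shrinks folds of low genes; with mean CPM of at least 1, which tests fewer genes, 1425, 1754, 180, 2586, 1242 and 1022; with no fold threshold 7196, 8694, 588, 11190, 7033 and 6070. With the replicate block they were 2723, 3314, 255, 4530, 2307 and 2154. Without 1 library they ranged over 2504 to 2781, 2857 to 3634, 177 to 293, 4274 to 4692, 1952 to 2522, 1950 to 2186. With the Gata6 label, 170 genes were DE with only the 2 groups compared and 594 at an unadjusted p; the authors' p-values, chosen after seeing the data, gave 600. With wild-type AdCre as the control 4451 (Gata4/6) and 3740 (Gata6) were DE; 1196 were called against both controls (chosen after seeing the data). With voom, chosen after seeing the data, they were 2784, 3415, 243, 4551, 2383 and 2202. The share of increases also found with the Gata4 label was 51.6% and 46.9% with the pseudocounts of 0.25 and 1, 33.6% and 62.8% with wild-type AdCre as the control of the single deletion and of both, and 53.9 to 59.4% without 1 library; with the Gata6 label 7.71%, 4.45%, 16.5% at an unadjusted p, 50.9% with wild-type AdCre for both, 7.39% with voom, and 6.95 to 11.5% without 1 library. The Gata4 and Gata6 ratios to Gata3 were 16.2 and 8.03 in the control libraries. Lists with the Gata4/6 label: interferon-stimulated genes median -2.19 (p = 0.0966 with an estimated correlation); angiogenesis inhibitors 0.15 (fry p = 0.00016); blood vessel development 0.17 with an estimated correlation (p = 0.257), 0.20 with mean CPM of at least 1 (p = 0.0512), 0.15 without both libraries that stand apart (p = 0.0825, chosen after seeing the data) and 0.13 to 0.19 without 1 library. With wild-type AdCre as the control these reversed: lists, matrix glycoproteins and proteoglycans 0.40, fibroblast identity 0.28 and hypoxia and glycolysis -0.19 (Gata4/6 label), interferon-stimulated genes 0.58 (Gata4), interferon-stimulated genes 0.0012 and antigen processing 0.0285 (Gata6); genes with the Gata4/6 label, Gata3 -1.37, Epha1 -0.76, Rgcc -0.0781, Tbx20 0.41, Kdr -0.20, H2-K1 0.19; with the Gata4 label, Gata4 0.55, Gata6 0.50, Cd36 -0.28, Irf7 1.95, Vegfa -0.43, Podn 0.42; with the Gata6 label, Gata4 0.45, Gata2 -0.58, Cd36 -0.53, Cnmd -1.07, Flt1 -0.13, Cxcl10 0.56, Irf7 0.31, Vegfa -1.07, Slco2b1 -1.05, Igfbp3 -1.27, Sncg -0.83, Egr1 -0.52, Fosl1 -1.71, H2-K1 0.61. Library size alone moved the median of all genes by -0.28 in wild-type AdCre against the control and by -0.12 in Gata4/6 against Gata6. The planned count-based tests (negative binomial Wald and exact tests) were not run, and voom was the only test run on recovered reads. At a depth of 1 to 3 reads, as for Ifi202b in the control, only reads and CPM were given.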

Differences from the paper's values

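With the Gata6 label 257 genes were DE, where the paper states 667. Of the alternatives set before the data were examined, an unadjusted p under 0.05 (594) and an adjusted p with no fold threshold (588) are within 1.5 times the paper's value. Other scalings (260 to 264), filters (180 to 257), pseudocounts (194 and 98), the replicate block (255), only the 2 groups compared (170), each library left out (177 to 293) and wild-type AdCre as the control (3740) are not. The authors' p-values, chosen after seeing the values, gave 600 where 2 steps were changed together: the authors' FDR in place of the unadjusted p leaves 630 of the paper's 667 genes, and the filter on reads used here, with the p-values adjusted again over the genes kept, leaves 600. These p-values come from 1 test over all 4 comparisons together. The authors' table at an unadjusted p under 0.05 and a fold of at least 2 holds 667.

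Of the genes higher with the Gata4/6 label, 9.57% were also higher with the Gata6 label, where the paper states 17%. Of the alternatives set before the data were examined, only an unadjusted p (16.5%) came near the paper's share. The authors' table, at an unadjusted p under 0.05 and a fold of at least 2, gave 243 of 1408 genes (17.3%). Those p-values come from 1 test over all 4 comparisons together. Leaving out control replicate 2 (11.5%) is just inside the bound of 1.5 times the paper's value and library size alone (11.2%) just outside, so that neither reproduces it; the other scalings (10.3% and 10.4%), filters (8.87% to 9.95%), pseudocounts (7.71% and 4.45%), the replicate block (9.44%), wild-type AdCre as the control of the single deletion (9.08%) or of both (50.9%) and each other library left out (6.95% to 10.4%) are outside that bound.

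Gata4 counts were 3.77 times those of Gata3 in wild-type AdCre, where the paper states 16 for wild-type fibroblasts, and Gata6 counts 1.43 times, where it states 8. The control libraries in place of wild-type AdCre (16.2 and 8.03) come near the paper's values; scaling to the 50th percentile or by TMM (3.77 and 1.43) and each library left out (3.56 to 3.87 and 1.29 to 1.52) do not. Gata4 was at 41.1 CPM, where the paper shows about 70 in Fig. 1a, read by eye; Gata6 at 15.6 CPM, where it shows about 35 in Fig. 1a; and Gata3 at 10.9 CPM, where it shows about 4 in Fig. 1a. The order of Gata4 and Gata6 above the other GATA genes is the same.

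The paper lists Epha1 as upregulated; here its fold change with the Gata4/6 label was just under the threshold of 2 (log2 fold change 0.997, adjusted p = 0.0273), and the other 10 genes of that list were DE.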

Other observations

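Further lists with the Gata4/6 label against the control: of 25 NF-kB inflammatory genes, 12 were higher and 4 lower (14 up and 4 down when adjusted over the list alone). For NF-kB inflammatory genes, the median log2 fold change was 0.50 (camera adjusted p = 0.00989, and 0.309 with an estimated correlation). The pentraxin gene Ptx3 was at log2 fold change 2.45. In addition, of 17 complement genes, 9 were higher and 1 lower (10 up and 1 down when adjusted over the list alone), with Cfi at 1.87 and C1s1 at 2.33. For complement, the median log2 fold change was 0.45 (camera adjusted p = 0.00163, and 0.176 with an estimated correlation). For stress, of 30 p53 targets, 3 were higher and 12 lower (3 up and 13 down when adjusted over the list alone); without Gata4/6fl AdCre replicate 1 the camera adjusted p was 0.0669. For p53 targets, the median log2 fold change was -0.27 (camera adjusted p = 0.0165, and 0.309 with an estimated correlation). Similarly, of 25 genes of the unfolded protein and integrated stress response, 3 were higher and 12 lower (6 up and 13 down when adjusted over the list alone); without control replicate 2 it was 0.151 and without Gata4/6fl AdCre replicate 1 0.0669. For unfolded protein and integrated stress response, the median log2 fold change was -0.38 (camera adjusted p = 0.0348, and 0.443 with an estimated correlation). Among metabolic genes, of 30 genes of hypoxia and glycolysis, 11 were higher and 5 lower (12 up and 5 down when adjusted over the list alone); with mean CPM of at least 1 the camera adjusted p was 0.102, without control replicate 3 it was 0.0717 and without Gata4/6fl AdCre replicate 2 0.0623. For hypoxia and glycolysis, the median log2 fold change was 0.24 (camera adjusted p = 0.033, and 0.339 with an estimated correlation). Of other cell types, of 16 endothelial markers, 2 were higher and 1 lower (2 up and 1 down when adjusted over the list alone), with a median of -0.61 and a camera adjusted p of 0.0267 without Gata4/6fl AdCre replicate 1. For endothelial markers, the median log2 fold change was -0.27 (camera adjusted p = 0.439, and 0.79 with an estimated correlation). Against wild-type AdCre, NF-kB inflammatory genes (0.28, adjusted p = 0.138) and the unfolded protein and integrated stress response (-0.41, adjusted p = 0.0524) were not called, and hypoxia and glycolysis turned (-0.19, adjusted p = 0.236).

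Cell type lists with few genes tested were the following. Of 5 lymphocyte markers, 1 were higher and 0 lower (1 up and 1 down when adjusted over the list alone). For lymphocyte markers, the median log2 fold change was -0.27 (camera adjusted p = 0.899, and 0.902 with an estimated correlation). Of 16 cardiomyocyte markers, 3 were higher and 5 lower (3 up and 7 down when adjusted over the list alone). For cardiomyocyte markers, the median log2 fold change was -0.54 (camera adjusted p = 0.127, and 0.451 with an estimated correlation). Of 8 Schwann cell markers, 0 were higher and 1 lower (0 up and 1 down when adjusted over the list alone). For Schwann cell markers, the median log2 fold change was 0.13 (camera adjusted p = 0.84, and 0.902 with an estimated correlation).

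Xist, chosen after its values were seen, was at 1 read in each wild-type library, while Ddx3y of the Y chromosome had 4950 to 6326 reads there and 2469 to 3038 reads in the control libraries. Every library of the 4 floxed groups held reads of both genes. Control replicate 2 had 4397 reads of Xist, against 12469 and 15594 in the other control libraries. Processed pseudogenes held 10.2% of its reads, against 7.57% and 7.69%. Of 2598 processed pseudogenes tested, 594 (22.9%) were DE with the Gata4/6 label, against 10.9% of protein-coding genes.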
